# Histological and transcriptomic analysis of adipose and muscle of dairy calves supplemented with 5-hydroxytryptophan

**DOI:** 10.1038/s41598-021-88443-w

**Published:** 2021-05-06

**Authors:** Sena L. Field, Marcela G. Marrero, Lihe Liu, Francisco Peñagaricano, Jimena Laporta

**Keywords:** Molecular biology, Transcriptomics

## Abstract

In mammals, peripheral serotonin is involved in regulating energy balance. Herein, we characterized the transcriptomic profile and microstructure of adipose and muscle in pre-weaned calves with increased circulating serotonin. Holstein bull calves (21 ± 2 days old) were fed milk replacer supplemented with saline (CON, 8 mL/day *n* = 4) or 5-hydroxytryptophan (5-HTP, 90 mg/day, *n* = 4) for 10 consecutive days. Calves were euthanized on d10 to harvest adipose and muscle for RNA-Sequencing and histological analyses. Twenty-two genes were differentially expressed in adipose, and 33 in muscle. Notably, *Interferon gamma inducible protein-47* was highly expressed and upregulated in muscle and adipose (avg. log FC = 6.5). Enriched pathways in adipose tissue revealed serotonin’s participation in *lipid metabolism* and *PPAR signaling.* In muscle, enriched pathways were related to *histone acetyltransferase binding*, *Jak-STAT signaling*, *PI3K-Akt signaling* and *cell proliferation*. Supplementation of 5-HTP increased cell proliferation and total cell number in adipose and muscle. Adipocyte surface area was smaller and muscle fiber area was not different in the 5-HTP group. Manipulating the serotonin pathway, through oral supplementation of 5-HTP, influences signaling pathways and cellular processes in adipose and muscle related to endocrine and metabolic functions which might translate into improvements in calf growth and development.

## Introduction

Serotonin (5-hydroxytryptamine, 5-HT) is an ancient multifunctional bioamine derived from the amino acid l-tryptophan in a two-step pathway. First, l-tryptophan is converted by tryptophan hydroxylase (TPH, rate limiting enzyme) to 5-hydroxytryptophan (5-HTP), which is then converted to serotonin by an aromatic amino acid decarboxylase ubiquitous enzyme. The independent expression of two TPH enzymes enables the independent production of neuronal and non-neuronal or peripheral serotonin (TPH2 and TPH, respectively)^1^. Historically, neuronal serotonin has been thoroughly studied for its participation in behavioral functions and its relation to depression^2^, whereas more recently, peripheral serotonin is being investigated for its involvement in a plethora of biological functions^3,4^. Peripheral serotonin has been highlighted for its involvement in various physiological functions of relevance to dairy cattle biology, including regulation of milk synthesis, immune function, calcium, lipid, and energy metabolism^5–9^.

Increasing evidence supports the role of peripheral serotonin as an endocrine factor in multiple tissues to balance metabolic function^10,11^. Serotonin is synthesized and co-secreted with insulin from the pancreatic islets^12–15^. Loss of serotonin synthesis within the beta cells in mice has been shown to impair insulin secretion^16,17^. Additionally, gut-derived serotonin signals through the 5-HT2B receptor in hepatocytes to inhibit glucose uptake and stimulate liver gluconeogenesis to maintain blood glucose levels in fasted mice^18^. Increasing peripheral serotonin concentrations accelerates the metabolism of lipids, specifically through the increase of bile acid concentrations in the blood circulation of mice^19^. Adipocyte-specific *TPH1* knockout mice had decreased serotonin synthesis and reduced weight gain, suggesting a critical role for adipocyte-derived serotonin in maintaining energy homeostasis^20^. Further, in fasted mice, gut-derived peripheral serotonin stimulates white adipose tissue lipolysis and mobilizes circulating free fatty acids and glycerol by activating 5-HT2B in adipocytes^3,18^. Late-lactation non-pregnant dairy cows with increased circulating serotonin concentrations had greater circulating non-esterified fatty acid and glucose concentrations^21^.

Data primarily generated in vitro and in vivo using rodent models, suggests serotonin signaling is critical in maintaining skeletal muscle homeostasis. The skeletal muscle of rodents express the enzyme *TPH1* and various serotonin receptors indicating its ability to synthesize and respond to serotonin^22^. Feeding rats a tryptophan-free diet reduced circulating serotonin and growth hormone, exerting changes in the shape and presence of nuclei in muscle fibers, and causing lacerations to the muscle fibers, ultimately impacting body weights^23^. Additionally, in vitro studies have highlighted serotonin’s role in promoting longitudinal growth of muscle fibers^22^.

At present, there are limited studies in ruminants supporting serotonin’s metabolic role in adipose tissue, and scarce data in the muscle tissue exists. Pre-weaned dairy calves experience drastic and energy-demanding metabolic changes to allow fast growth rates. Our laboratory demonstrated that increasing circulating serotonin concentrations to growing dairy calves translated into growth improvements and increased circulating insulin concentrations^15,24^, however, no differences in glucose concentrations were found. Additionally, calves supplemented with 5-HTP had greater insulin fluorescent intensity within the islet of Langerhans in the pancreas^15^. It is important to note that 5-HTP supplemented orally can cross the blood–brain-barrier and exert metabolic effects by acting in the brain, therefore it is challenging to dissect the central vs. peripheral effects using in vivo models other than rodents. The objective of this study was to investigate cellular processes and transcriptomic alterations in adipose and muscle tissues of pre-weaned dairy calves with elevated peripheral serotonin concentrations. We hypothesize that increasing calves’ serotonin bioavailability would promote subcutaneous white adipose tissue (WAT) and gluteus medius skeletal muscle cell proliferation and growth, and trigger expression of genes related to primary endocrine and metabolic functions. Deciphering serotonin’s participation in metabolic tissues might aid in the regulation of energy-demanding metabolic changes necessary for calf growth during the pre-weaning developmental phase.

## Results

### Mapping statistics summary and data availability

RNA-Sequencing was utilized to investigate genome-wide gene expression changes in the adipose and muscle tissue of pre-weaned dairy calves after supplementation of 5-HTP, or not, for 10 consecutive days. 

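The RNA-Seq data covered subcutaneous adipose tissue and gluteus medius muscle of the same 8 calves, with 4 calves supplemented with 5-HTP (90 mg/day for 10 days) and 4 CON calves given saline, and each tissue of each calf was 1 library. 5-HTP is the immediate precursor of serotonin. The calves are numbered 1 to 4 in the CON group and 5 to 8 in the 5-HTP group, and the same numbers are used in both tissues. The authors mapped the reads with Hisat2 to the bovine assembly ARS-UCD1.2, built transcript models with Cufflinks, merged them with the annotation, and counted the uniquely mapped reads on each gene with htseq-count. The deposited values are these counts without normalization, for 44265 features, of which 27560 have an Ensembl identifier and 16705 have only the number of a merged locus. For 1166 merged loci the same counts are listed under more than 1 Ensembl identifier, so that 42862 separate loci remain. The total count per adipose library ranged from 17289845 to 20969677 in CON calves (median 19379380) and from 17649039 to 25221353 in 5-HTP-supplemented calves (median 23005496.5). In muscle, it ranged from 25008988 to 28389938 in CON calves (median 26375794.5) and from 20655954 to 28649548 in 5-HTP-supplemented calves (median 23566080). The values here use these counts on features, not the number of reads sequenced. At these depths, 3 counts in a library correspond to between 0.105 and 0.174 CPM (counts scaled to the library total), a floor that covers counting error only. The 10 genes with the most counts took between 5.39% and 7.53% of the counts of an adipose library and between 19.1% and 24.0% of the counts of a muscle library. No pair of libraries within a group had counts within sampling noise of each other, with a chi-square per degree of freedom of at least 23.6. Genes with at least 10 counts in at least 4 of the 8 libraries of a tissue were kept, counts were normalized with the trimmed mean of M-values (TMM), and each tissue was tested by itself with the likelihood ratio test of edgeR and Benjamini-Hochberg FDR. The quasi-likelihood test of edgeR, which also allows for the uncertainty of each gene's dispersion, is given beside it. Values per calf are TMM-normalized CPM. Gene names were taken from Supplemental Tables 1 and 2, which pair 31 of the features with a symbol.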

Through Illumina sequencing roughly 27 million paired-ended reads were acquired per sample. Approximately 85% of the reads were successfully mapped to the bovine genome. Only uniquely mapped reads were considered in the analysis. The accession number GSE151781 can be used to access the sequencing data through the NCBI GEO database.

### Differentially expressed genes and pathways in adipose tissue

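In adipose tissue, 20167 genes were tested, and 22 had an FDR at or under 0.20 in the likelihood ratio test of edgeR, 11 upregulated and 11 downregulated in 5-HTP-supplemented calves. Their logFC ranged from -5.24 to 6.23. In 17 of the 22 genes, the values of all 4 calves of one group lay above those of all 4 calves of the other group, an arrangement seen in 2.38% of all genes tested, where chance gives 2.86%. In proportion, the test used changed the count most, and with the quasi-likelihood test of edgeR 1 gene (IFI47) had an FDR at or under 0.20. When the 8 calves were divided into groups of 4 and 4 in each of the 35 possible ways, 16 of the 35 splits, the real one included, gave at least 22 genes. With each calf left out in turn, the number of genes ranged from 7 to 67, and 3 of the 22 genes stayed at or under 0.20 in all 8 fits. Next to IFI47, the named gene with the largest increase was SLC7A8 (XLOC_002658), at 1.27 ± 0.717 CPM in CON calves and 10.0 ± 6.60 CPM in 5-HTP-supplemented calves (SD, n = 4), a logFC of 2.96 (standard error 0.62, FDR = 0.0293, edgeR), and its groups overlapped. CYP4F2 (ENSBTAG00000039319) rose from 0.857 ± 0.322 to 4.60 ± 3.87 CPM (SD, n = 4), a logFC of 2.41 (standard error 0.59, FDR = 0.118, edgeR). FUT7 (ENSBTAG00000046516) had a logFC of -2.44 (standard error 0.59, FDR = 0.0752, edgeR) and CLSTN3 (ENSBTAG00000008129) a logFC of -2.09 (standard error 0.46, FDR = 0.0382, edgeR). COLQ is listed under a pair of Ensembl identifiers with the same counts, which come from 1 merged locus, so the 22 genes are 21 loci.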

Twenty-two genes were differentially expressed (DEGs) between groups, of which 11 were upregulated and 11 were downregulated in 5-HTP-supplemented calves relative to non-supplemented calves (False Discovery Rate (FDR) ≥ 20%, Fig. 1A; Supplemental Table 1). The greatest upregulated DEG in adipose was *IFI47* (*Interferon gamma inducible protein-47*, log FC = 6.2; *P* = 5.21 × 10^–18^). 

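IFI47 (ENSBTAG00000015727) had 0.667, 0, 0 and 0.211 CPM in the adipose tissue of CON calves 1 to 4, from 15, 0, 0 and 4 counts, and 24.3, 16.6, 11.9 and 18.4 CPM in 5-HTP-supplemented calves 5 to 8, from 579, 406, 275 and 318 counts. The group means were 0.220 ± 0.315 CPM in CON calves and 17.8 ± 5.14 CPM in 5-HTP-supplemented calves (SD, n = 4). The logFC was 6.23 with a standard error of 0.65 (FDR = 7.81e-14, likelihood ratio test of edgeR). The size of the ratio rests on few counts in the CON calves, of which a pair had none. In the quasi-likelihood test of edgeR the FDR was 0.0979. All 4 values of 5-HTP-supplemented calves lay above all 4 values of CON calves (two-sided exact permutation test on log2 CPM, p = 0.0286, the smallest p that 4 calves against 4 allow). With each calf left out in turn, the logFC stayed between 5.80 and 7.82, and the largest FDR was 2.38e-08 in the likelihood ratio test of edgeR.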

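The enrichment tests of the paper start from genes with a P value at or under 0.01 that have Ensembl annotation. In adipose tissue, 220 of the 20167 genes tested had such a P value in the likelihood ratio test of edgeR. If no gene changed and P values were uniform, 202 would be obtained. In a simulation of this tissue with no gene changed, 1.468% of the genes had such a P value in the same test. The 220 genes were a smaller share of the genes tested than that. Of the 220 genes, 117 were higher and 103 lower in 5-HTP-supplemented calves, and 132 had an Ensembl identifier, 55 of them higher and 77 lower. The quasi-likelihood test of edgeR gave 99 genes at the same P value, of which 65 had an Ensembl identifier. Among the 35 splits of the calves into 4 and 4, 16 gave at least 220 genes. The share of genes lower in 5-HTP-supplemented calves was 46.8%, and 51.6% when genes with under 10 counts in 4 or more libraries were removed. The assignment of genes to GO terms was not used here.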

Nine Gene Ontology (GO) pathways were identified (Fig. 2A). The GO pathways with the highest number of DEGs was *transmembrane transport and activity,* followed by *regulation of Rho protein signal transduction* and *Rho guanyl-nucleotide exchange factor activity*. Pathways with only downregulated genes include *GTPase regulator activity*, *long-chain fatty acid biosynthesis* and *negative regulation of interleukin-1 beta production*.

**Figure 1:**
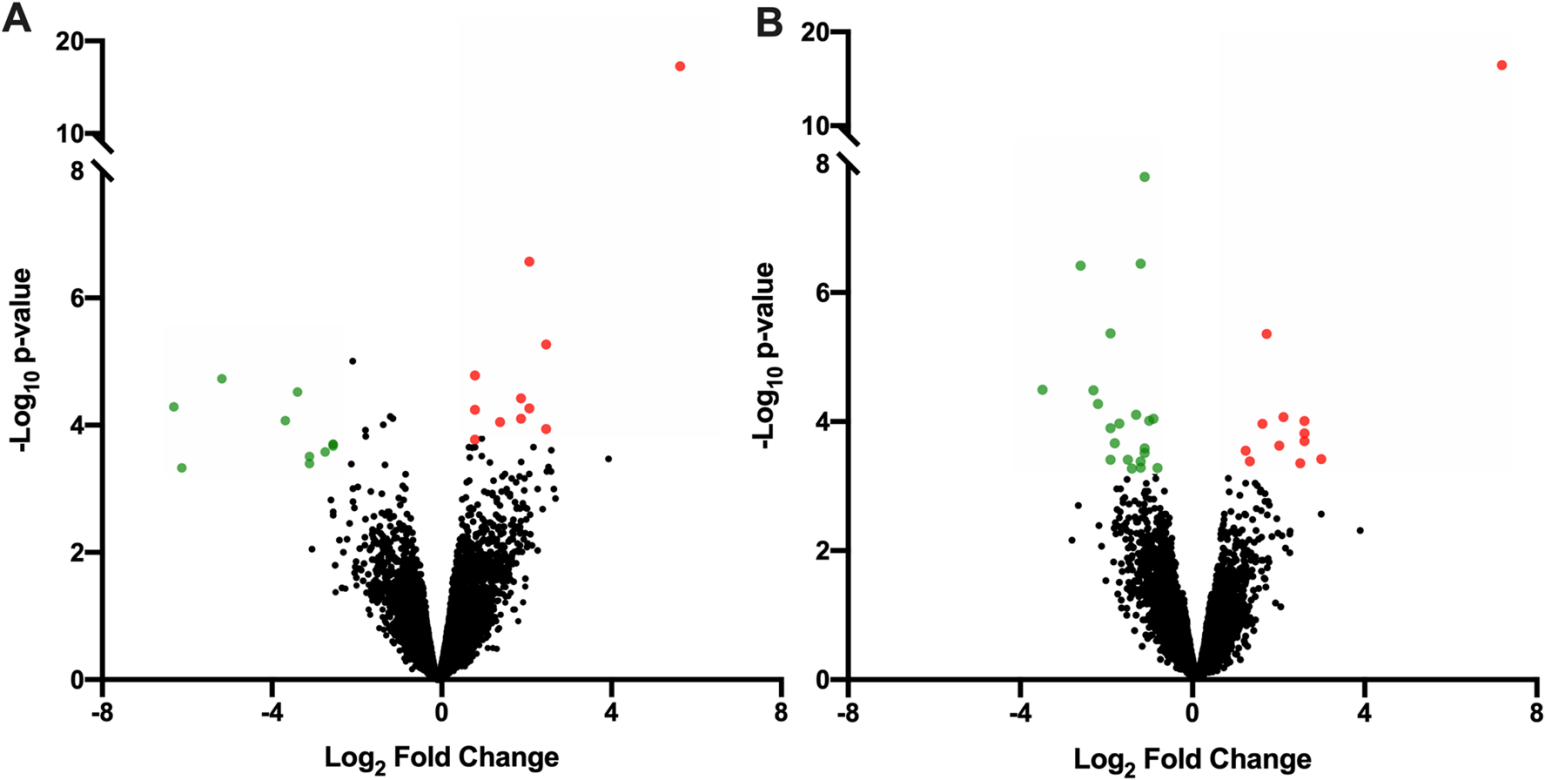
Volcano plot of differentially expressed genes in subcutaneous WAT and gluteus medius skeletal muscle tissues of pre-weaned dairy calves. Differential gene expression in the (**A**) adipose and (**B**) muscle tissues of pre-weaned dairy calves supplemented with 5-hydroxytrytophan (5-HTP, 90 mg/day; *n* = 4) or saline (CON, 8 mL saline; *n* = 4). The y-axis displays the − log10 P-value for each gene, while the x-axis displays the log_2_ fold change for that gene relative to 5-HTP. Red dots indicate upregulation and green dots indicate downregulation in the 5-HTP group (FDR ≤ 20%); black dots indicate non-significance or FDR ≥ 20%.

**Figure 2:**
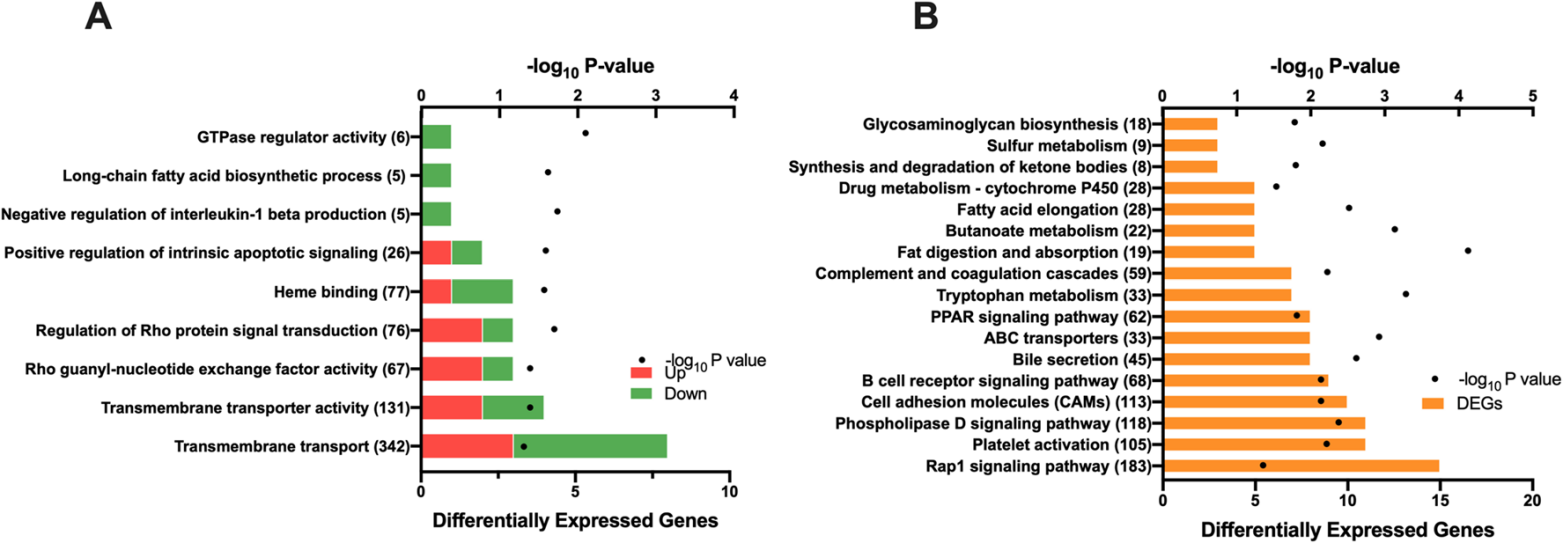
Significantly enriched (**A**) Gene Ontology (GO) and (**B**) Kyoto Encyclopedia of Genes and Genomes (KEGG)^25^ pathways in subcutaneous WAT of pre-weaned dairy calves supplemented with 5-hydroxytrytophan (5-HTP, 90 mg/day; *n* = 4) or saline (CON, 8 mL saline; *n* = 4) for 10 consecutive days. The y-axis displays the names and total number of genes in each pathway/term, and the x-axis displays the number of differentially expressed genes (DEGs) within each pathway/term and the significance of enrichment (− log10 P-value). Red and green bars display the number of upregulated and downregulated DEGs in the 5-HTP group; orange bars display the number of DEGs.

Seventeen Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways were identified in adipose tissue (Fig. 2B). KEGG pathways with ten or more DEGs include *cell adhesion molecules, phospholipase D signaling pathway, platelet activation* and *Rap1 signaling pathway.* Other enriched pathways of interest with less than ten DEGs include *synthesis and degradation of ketone bodies, tryptophan metabolism, B-cell receptor* and *PPAR signaling pathway.*

### Differentially expressed genes and pathways in muscle tissue

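In muscle tissue, 16878 genes were tested, and 34 had an FDR at or under 0.20 in the likelihood ratio test of edgeR, 12 upregulated and 22 downregulated in 5-HTP-supplemented calves. Their logFC ranged from -3.64 to 6.84. The quasi-likelihood test of edgeR, the alternative with the largest change in proportion, left 1 gene (IFI47) at or under 0.20. Of the 35 splits of the 8 calves into groups of 4 and 4, 11 gave at least 34 genes, the real split included. Between 15 and 198 genes were obtained when 1 calf was left out, and 8 of the 34 genes stayed at or under 0.20 in all 8 of these fits. CISH (ENSBTAG00000022622) was at 134 ± 77.3 CPM in CON calves and 21.2 ± 8.56 CPM in 5-HTP-supplemented calves (SD, n = 4), a logFC of -2.66 (standard error 0.45, FDR = 0.000126, edgeR). NPR3 (ENSBTAG00000007665) had a logFC of -2.02 (standard error 0.41, FDR = 0.00558, edgeR) and was lower in every fit that left out 1 calf. The named features TTN (XLOC_017327, logFC = -1.29) and IGFN1 (ENSBTAG00000046177, logFC = -1.16) had standard errors of 0.25 and 0.29 and an FDR of 0.00102 and 0.0883 in edgeR. XLOC_017327 has no Ensembl identifier, and its CON mean was 42.3 CPM, against 2631 CPM for IGFN1. Whether this locus covers the TTN gene or only a part of it was not determined here. Next to IFI47, the upregulated gene with the smallest P value was ANKRD37 (ENSBTAG00000018453), which rose from 2.23 ± 0.420 to 5.29 ± 0.587 CPM (SD, n = 4), a logFC of 1.24 (standard error 0.26, FDR = 0.00558, edgeR).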

Thirty-two genes were DEGs, of which 11 were upregulated and 21 were downregulated in 5-HTP-supplemented relative to non-supplemented calves (FDR ≥ 20%, Fig. 1B, Supplemental Table 2). The greatest upregulated DEG in muscle was *IFI47* (*P* = 2.49 × 10^–19^). 

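In muscle tissue, 0, 0, 4 and 0 counts of IFI47 were obtained in CON calves 1 to 4 and 250, 127, 34 and 99 counts in 5-HTP-supplemented calves 5 to 8. Its mean was 0.0389 ± 0.0779 CPM in CON calves and 4.93 ± 2.68 CPM in 5-HTP-supplemented calves (SD, n = 4), and the values of the latter were 8.08, 5.26, 1.52 and 4.85 CPM. The logFC was 6.84 with a standard error of 0.89 (FDR = 6.06e-15, likelihood ratio test of edgeR), and the FDR was 0.0414 in the quasi-likelihood test of edgeR. Since 3 of the 4 CON libraries held no count of the gene, the size of the ratio is poorly determined. It moved between 6.42 and 9.97 when 1 calf was left out, the latter without CON calf 3, when no CON library held a count, with an FDR of at most 4.95e-11 in the likelihood ratio test of edgeR. The groups did not overlap (two-sided exact permutation test on log2 CPM, p = 0.0286, the smallest p for 4 calves against 4).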

Twelve GO pathways were identified (Fig. 3A). 

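In muscle tissue, 254 of the 16878 genes tested had a P value at or under 0.01 in the likelihood ratio test of edgeR. If no gene changed and P values were uniform, 169 would be obtained. In a simulation of this tissue with no gene changed, 1.298% of the genes had such a P value in the same test. Against that share the excess of the 254 genes is smaller than against 169. Of the 254 genes, 209 had an Ensembl identifier and could enter the enrichment tests of the paper, with 165 lower and 44 higher in 5-HTP-supplemented calves. The quasi-likelihood test of edgeR gave 133 genes, 109 of them with an Ensembl identifier, of which 84 were lower and 25 higher. Among the 35 splits of the 8 calves into 4 and 4, 8 gave at least 254 genes, the real one included. The assignment of genes to pathways was not used here.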

Interestingly, the majority of GO pathways contained DEGs that were downregulated by 5-HTP. Pathways with all downregulated DEGs include immune related pathways (i.e., *cytokine-mediated signaling*, *neutrophil chemotaxis* and *inflammatory response*), pathways related to cell cycle (i.e., *positive regulation of smooth muscle cell proliferation* and *negative regulation of apoptotic process*) and histone modifications (i.e., *histone acetyltransferase*). 

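Several of the DEGs listed in Supplemental Table 2 have names related to complement, cytokines or immune cells. Among these, C1QB (ENSBTAG00000011196) fell from 9.01 ± 5.72 to 3.03 ± 1.25 CPM (SD, n = 4), with a logFC of -1.57 and an FDR of 0.177 in edgeR. C1S (ENSBTAG00000004840) had a logFC of -1.34 (FDR = 0.177, edgeR), and its groups overlapped. CFD (ENSBTAG00000048122) fell from 4.68 ± 1.30 to 1.80 ± 0.622 CPM (SD, n = 4), with a logFC of -1.38 and an FDR of 0.0842 in edgeR. The logFC was -2.02 for CR2 (ENSBTAG00000038496), -1.49 for SIGLEC1 (ENSBTAG00000013167) and -0.94 for CSF1 (ENSBTAG00000000283), with FDR of 0.177, 0.188 and 0.199 in edgeR. The groups also overlapped for CR2, which stayed at or under 0.20 in 2 of the 8 fits that left out 1 calf. C1QB, C1S, SIGLEC1 and CSF1 each did so in 3 and CFD in 4. None of these 6 genes had an FDR at or under 0.20 in the quasi-likelihood test of edgeR, where each was at 0.978. All 6 had a higher CON mean in adipose tissue than in muscle, so less adipose RNA in these muscle samples is not excluded as a part of their decrease. Which of them belong to the pathways of the paper was not determined here.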

Specific downregulated genes of the *Histone acetyltransferase binding* pathway, including *EGR1*, *NR4A3* and *TRIM68*. 

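EGR1 (ENSBTAG00000010069) was at 144, 687, 81.8 and 37.8 CPM in the muscle of CON calves 1 to 4 and at 26.8, 19.5, 18.6 and 11.4 CPM in 5-HTP-supplemented calves 5 to 8. The logFC was -3.64 with a standard error of 0.65 (FDR = 0.00166, likelihood ratio test of edgeR), and the FDR was 0.966 in the quasi-likelihood test of edgeR. The groups did not overlap (two-sided exact permutation test on log2 CPM, p = 0.0286, the smallest p for 4 calves against 4). CON calf 2 alone, with 19802 counts, set much of the size of the difference, and without it the logFC was -2.20. FOS (ENSBTAG00000004322), another immediate early gene, was at 116 CPM in the same calf and between 22.5 and 31.1 CPM in the other CON calves, against a mean of 9.21 ± 4.55 CPM (SD, n = 4) in 5-HTP-supplemented calves. From the downregulation of the genes in histone acetyltransferase binding, the paper proposes in its discussion that transcription might be repressed.

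**Figure D1:**
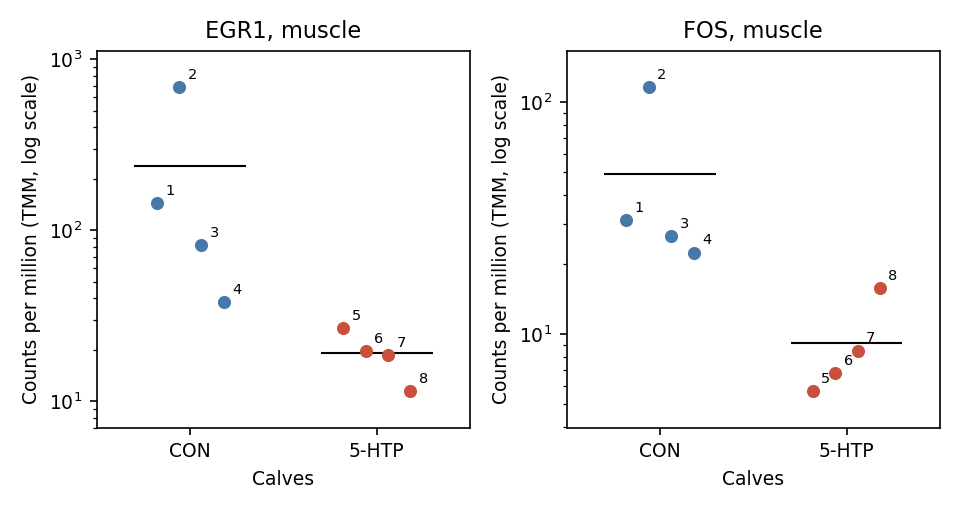
EGR1 and FOS in the muscle of each calf, in TMM-normalized CPM on a log axis, with calf numbers beside the points and the arithmetic mean of each group of 4 calves as a line. CON calf 2 stood at 687 CPM for EGR1 and 116 CPM for FOS, above the other CON calves.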

GO pathways and terms such as *skeletal muscle cell differentiation*, *G protein-coupled receptor signaling positive regulation of kinase activity*, *transmembrane receptor protein tyrosine kinase signaling*, and *positive regulation of cell population proliferation* contained a higher percentage of downregulated DEGs, with 1 or 2 upregulated genes*.*

**Figure 3:**
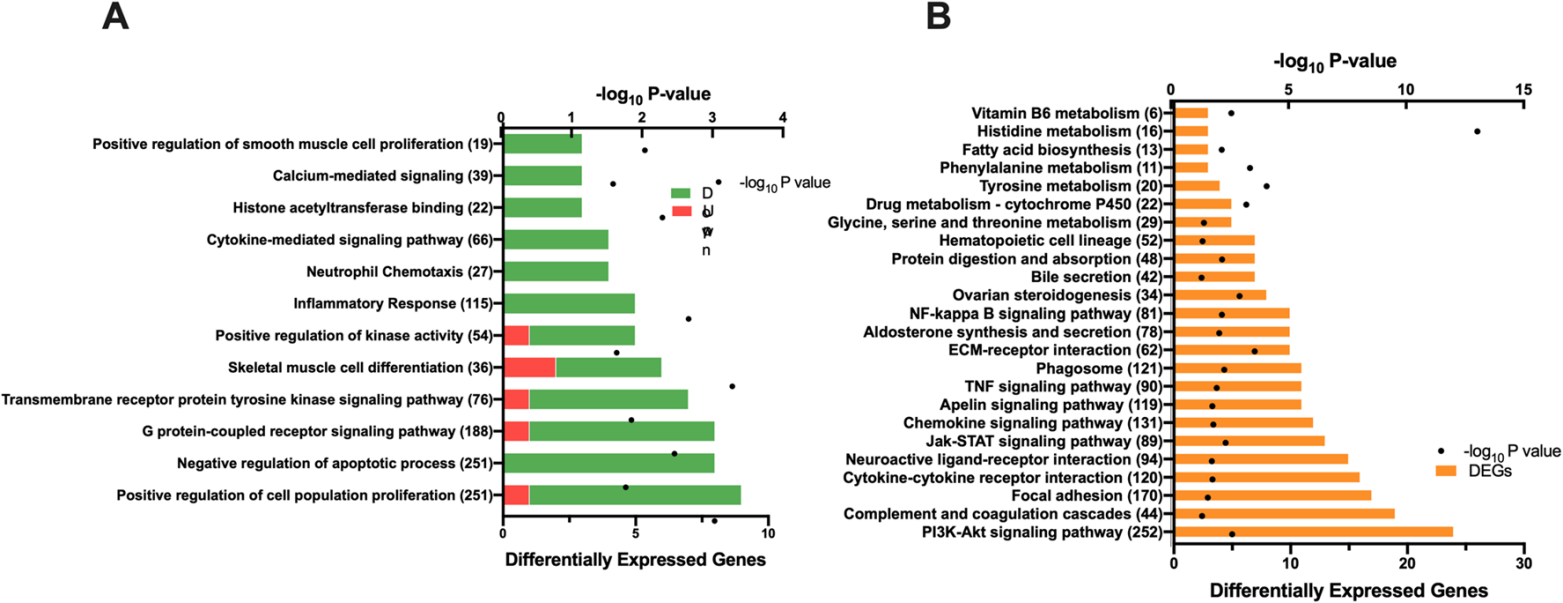
Significantly enriched (**A**) Gene Ontology (GO) and (**B**) Kyoto Encyclopedia of Genes and Genomes (KEGG)^25^ pathways in the gluteus medius skeletal muscle tissue of pre-weaned dairy calves supplemented with 5-hydroxytrytophan (5-HTP, 90 mg/day; *n* = 4) or saline (CON, 8 mL saline; *n* = 4) for 10 consecutive days. The y-axis displays the names and total number of genes in each pathway/term, and the x-axis displays the number of differentially expressed genes (DEGs) within each pathway/term and the significance of enrichment (− log10 P-value). Red and green bars display the number of upregulated and downregulated DEGs in the 5-HTP group; orange bars display the number of DEGs.

Twenty-four KEGG pathways were identified in the muscle tissue (Fig. 3B). Pathways with ten or more DEGs include *PI3K-Akt signaling pathway, Jak-STAT signaling pathway, TNF signaling pathway* and *NF-kappa B signaling pathway.* Other pathways of interest include *hematopoietic cell lineage, fatty acid biosynthesis* and *amino acid metabolism,* including *histidine, tyrosine, glycine, serine, and threonine.*

### Validation of RNA-Seq results with quantitative RT-PCR

Five DEGs in adipose (*ANKRD33B, CYP4F, IFI47,* and *REEP6*) and four DEGs in muscle (*CISH, CCN2, EGR1*and *FOS*) were selected for validation. The assessment of expression by qPCR for all nine genes followed the same direction of expression and similar − log_2_ fold change as that obtain by RNA-Seq (Supplementary Fig. 3). 

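The RNA-Seq values of these 9 genes are given here, and the qPCR measurements were not analysed. In adipose tissue, the logFC was 1.28 for ANKRD33B (standard error 0.31), -2.09 for CLSTN3 (0.46), 2.41 for CYP4F2 (0.59) and 1.27 for REEP6 (0.34), next to IFI47. ANKRD33B rose from 43.9 ± 12.1 to 107 ± 41.4 CPM and REEP6 from 10.6 ± 3.17 to 25.6 ± 9.64 CPM (SD, n = 4). In muscle tissue, the logFC was -2.66 for CISH, -1.87 for CCN2 (standard error 0.49) and -2.41 for FOS (standard error 0.49), next to EGR1. CCN2 (ENSBTAG00000006367) fell from 2.09 ± 0.953 to 0.577 ± 0.286 CPM (SD, n = 4). In each of the 9 genes the values of the 4 calves of one group lay apart from those of the other group (two-sided exact permutation test on log2 CPM, p = 0.0286). The paper chose these genes by their P value in the same RNA-Seq data, so this separation is not independent support. Apart from IFI47, their FDR ranged from 0.466 (CISH) to 0.978 (CCN2 and FOS) in the quasi-likelihood test of edgeR. All 9 kept their direction in every fit that left out 1 calf. IFI47, CISH, EGR1 and FOS had an FDR at or under 0.20 in all 8 of these fits, CLSTN3 in 7, ANKRD33B in 5, CYP4F2 and CCN2 in 4, and REEP6 in 2.

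**Figure D2:**
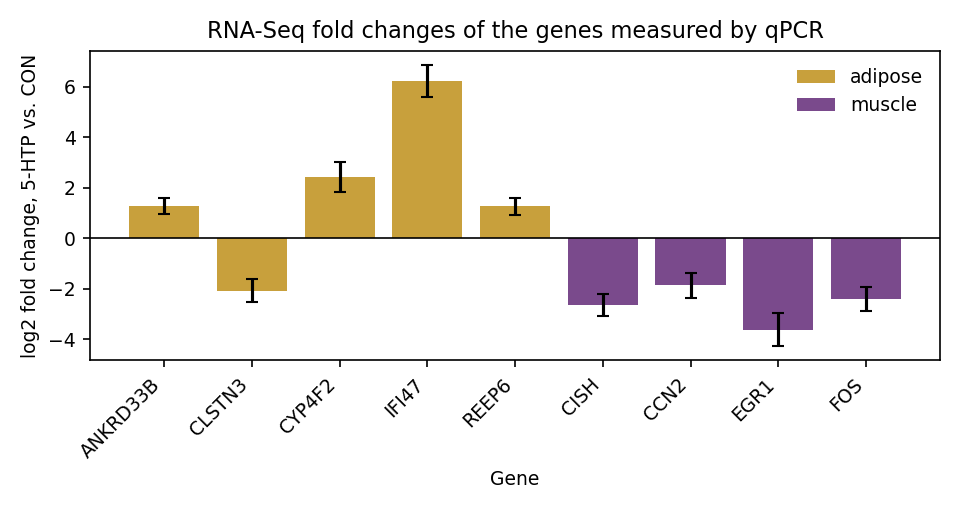
RNA-Seq log2 fold change (5-HTP vs. CON, y axis) of the 9 genes selected for qPCR (x axis), in adipose and muscle tissue; bars are edgeR estimates and error bars 1 standard error. The values run from -3.64 for EGR1 to 6.23 for IFI47.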

Refer to Supplementary Table 3 for primer sequences and Supplementary methods for qPCR methodology.

### Histological evaluation of tissue microstructure

Hematoxylin and eosin staining of adipose and muscle tissue was preformed to visualize the tissue microstructure (Fig. 4A,F, respectively) and quantify adipocyte number, adipocyte and muscle fiber cross sectional area. Adipocyte cross sectional area tended to be reduced (*P* = 0.08, Fig. 4D), resulting in more adipocytes per field, in 5-HTP-supplemented relative to CON calves (*P* = 0.001, Fig. 4E). Cross sectional area of muscle fibers was not impacted by 5-HTP supplementation (*P* = 0.4, Fig. 4I).

**Figure 4:**
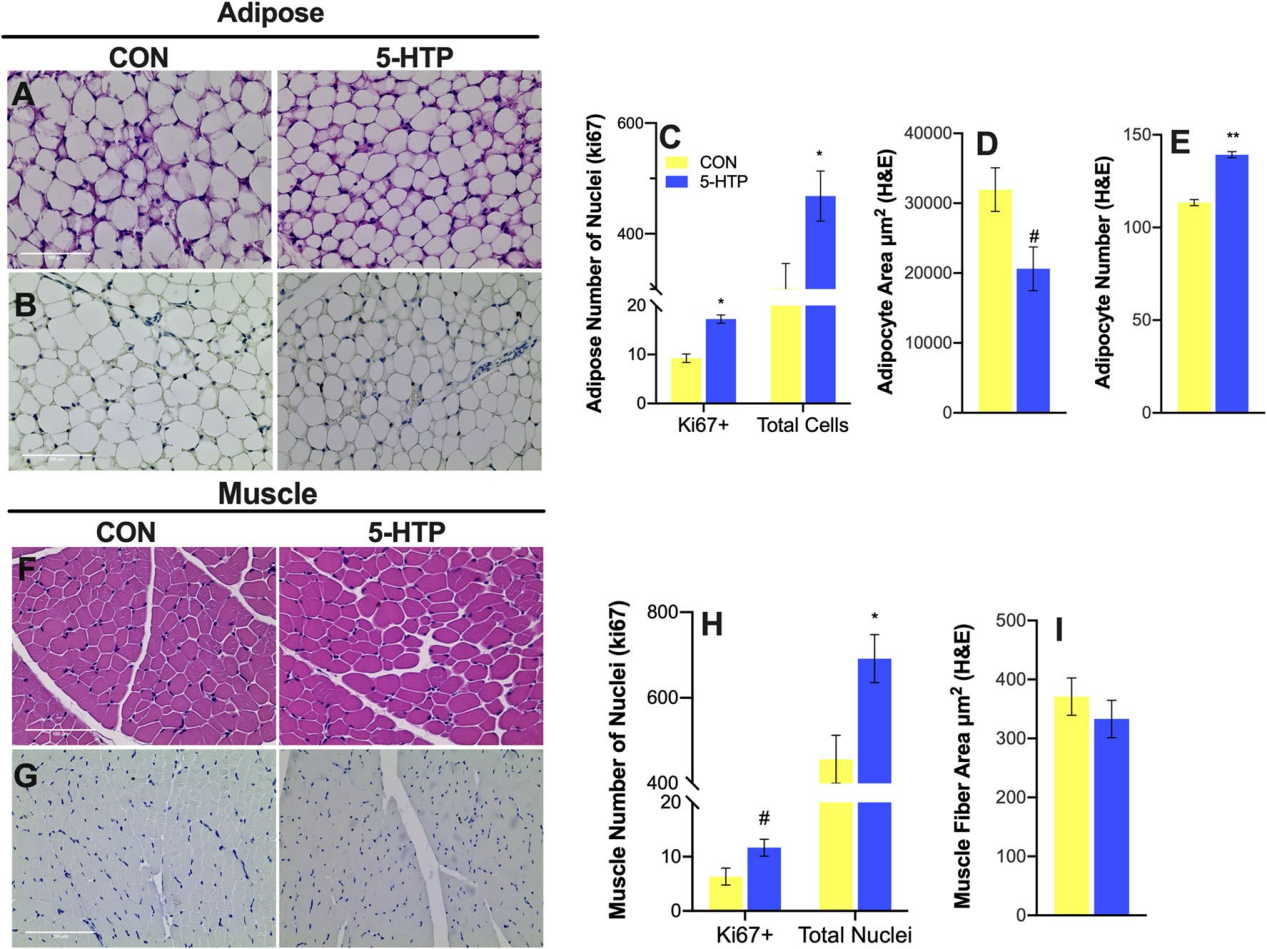
Histological evaluation of subcutaneous WAT and gluteus medius skeletal muscle tissues of pre-weaned dairy calves supplemented 10 days with 5-Hydroxytrytophan (5-HTP, 90 mg/day; *n* = 4) or saline (CON, 8 mL saline; *n* = 4). (**A**) Hematoxylin and eosin staining of adipose tissue and (**B)** representative immunohistochemical ki67 staining of adipose tissue to quantify (**C**) adipose ki67-positive nuclei and total nuclei, (**D**) adipocyte cross sectional area and (**E**) adipocyte number. (**F**) Hematoxylin and eosin staining of muscle tissue and (**G**) representative immunohistochemical ki67 staining of muscle tissue to quantify (**H**) ki67-positive nuclei and total nuclei and (**I**) muscle fiber cross sectional area. Total tissue area for photomicrographs taken at ×40 is 96,820 µm^2^. Asterisk (*) denotes P ≤ 0.05 and pound sign (#) indicate tendencies 0.05 < P ≤ 0.10 between CON vs 5-HTP treatment groups.

The ki67 assay was conducted to visualize and quantify the number of proliferating cells (ki67-positive, stained brown) and distinguish these from non-proliferating cells (ki67-negative, stained blue) in adipose and muscle tissue (Fig. 4B,G, respectively). In adipose tissue, the number of positive ki-67 nuclei and the total number of nuclei were greater in 5-HTP-supplemented relative to CON calves (*P* < 0.03; Fig. 4C), although the proportion ki67-positive/total nuclei was not different between treatments (*P* = 0.21, data not shown). In the muscle tissue, 5-HTP-supplemented calves tended to have greater ki67-positive nuclei and a greater number of total nuclei per field relative to CON (*P* = 0.07 and *P* = 0.04, respectively, Fig. 4H), although the proportion ki67-positive/total nuclei was not different between treatments (*P* = 0.5, data not shown).

## Discussion

The pre-weaning period of dairy calves is characterized by a dramatic shift in energy as the animal grows and evolves from a functional monogastric to a ruminant^26^. This energy demanding developmental window is crucial for optimal calf growth, development and future performance^27^. Peripheral serotonin is well established in the human and murine model for its involvement in regulating energy metabolism^16,28–30^, however, the role of this biogenic amine in dairy cattle is just beginning to be elucidated^15,31^. Exploring serotonin’s role in the regulation of cellular and molecular processes in metabolic tissues during the pre-weaning period prompted the current study. Increasing peripheral serotonin in pre-weaned dairy calves is attainable through the oral supplementation of 5-HTP (Supplementary Fig. 2)^24^. This is the first in vivo evidence of serotonin’s contribution to energy-regulating mechanisms in the adipose and skeletal muscle of growing dairy calves.

The adipose tissue is a vastly complex endocrine, immune and highly active metabolic organ with the capacity to store energy, specifically through the increase in cell number (hyperplasia) and adipose cell size (hypertrophy)^32^. Adipocytes stay in a dynamic state depending on energy intake and expenditure^33^. In windows of chronic positive energy balance, adipocytes expand in size as they store surplus energy in the form of triglycerides^33^. The role of peripheral hormones in the regulation of lipid metabolism is well known. Insulin antilipolytic effect, through the downregulation of cyclic adenosine monophosphate, reduces the release of fatty acids from mature adipocytes promoting its expansion^34^. On the other hand, hormones such as epinephrine and glucagon bind to specific receptors on the adipocyte to promote fatty acid mobilization, thus reducing adipocyte size^35,36^. Literature highlighting peripheral serotonin’s role in the regulation of lipid metabolism is emerging, but vary greatly between species. Fasted mice subjected to intraperitoneal serotonin injections, had decreased plasma triglyceride and non-esterified fatty acid (NEFA) concentrations^19^. In fasted sheep, intravenous injections of serotonin increased circulating triglyceride and NEFA concentrations^37^. In late-lactation cows, intravenous infusion of 5-HTP increased NEFA concentrations in a dose dependent manner^21^.

The enrichment of multiple pathways related to lipid metabolism (e.g., *long-chain fatty acid biosynthesis, fatty acid elongation, fat digestion and absorption and synthesis and degradation of ketone bodies*) in our experiment, support the involvement of serotonin in lipid metabolism in the bovine. *Fatty acid elongation* consisted of five DEGs (*ELOV1, ELOV3, MECR, HADHA* and *ACOT2*), which code for enzymes involved in fatty acid elongation cycle as well as the mitochondrial beta-oxidation pathway, the major-energy producing process in tissues breaking down fatty acids into acetyl-CoA^38^. The beta-oxidation pathway is characterized by breaking down long chain fatty acids that have been converted to acetyl-CoA into smaller acetyl-CoA chains to enter the citric acid cycle. Recently discovered in roundworms, blocking the entry of fatty acyl coenzyme A into peroxisomal beta-oxidation in the periphery impacted neuronal serotonin and ultimately disrupted metabolic signals of satiety^39^. Central serotonin is well-known for its role in the control of satiety by interacting with orexigenic and anorectic peptides^40^, however, complex interactions of peripheral serotonin acting directly or indirectly in the control of satiety are developing. A 10-day supplementation of 5-HTP increased calves’ average daily gain (Supplementary Fig. 4)^24^. It is important to mention that orally supplemented 5-HTP might have crossed the blood brain barrier directly impacting neuronal synthesis of serotonin. Research investigating the mechanisms by which peripheral serotonin bioavailability might independently regulate satiety are needed and could have a significant impact on the improvement of feed efficiency in dairy cattle.

Adipogenesis is a tightly regulated cellular differentiation process where hyperplasia is mainly regulated through transcription factors, such as PPAR-γ and CCAAT enhancer-binding proteins (C/EBPs). Adipose-derived serotonin autocrine/paracrine actions are necessary for adipocyte differentiation, specifically through the 5-HT2A and 2B receptors^41^. Antagonists of the 5-HT2A and 2B receptors inhibit adipogenesis in preadipocyte cells to mature adipocytes. The TPH1 protein is also expressed in adipocytes and is required for cell differentiation^41^. In humans, serotonin metabolites activate and bind peroxisome proliferator-activated receptor γ (PPAR-γ) to regulate the differentiation from preadipocyte to adipocyte^42^. In vitro, *TPH1* knock down in 3T3-L1 pre-adipocyte cells decreased expression in PPAR-γ, which directly impaired adipogenesis^41^. In our study, increasing peripheral serotonin concentrations enriched the *PPAR signaling pathway* with differential expression of two key genes, namely perilipin 4 (*PLIN4*) and apolipoprotein A1 (*APOA1*). PLIN4 is a member of a family of proteins notable for protecting lipid droplets in adipocytes and is essential for the mobilization of fatty acids form adipose tissue. APOA1 is a structural protein that constitutes high-density lipoprotein which assists in transporting cholesterol and phospholipids from tissues to the liver to be excreted^43^. This, along with the reduction in adipocyte surface area, might indicate that serotonin triggers mobilization of free fatty acids from mature adipocytes. However, circulating NEFA concentrations were not elevated in 5-HTP-supplemented calves (Supplementary Fig. 2), which might indicate that free fatty acids are being metabolized by other peripheral tissues.

The modulation of energy-related pathways by serotonin could be of importance to improve energy metabolism during the metabolically stressful pre-weaning period for growing calves. In the adipose tissue, an upregulation of the pathway *regulation of Rho protein signal transduction* and an enrichment of the pathway *Rap1 signaling* and *cell adhesion molecules (CAMs)* occurred after serotonin concentration was increased for 10 days. Ras homologous (Rho, Ras, Rab) protein superfamily is a member of the Ras small GTPases that act as “molecular switches” and are key regulators of many cellular events such as cell proliferation, differentiation, migration or apoptosis. In a process termed serotonylation, serotonin covalently couples by transglutaminases to two small GTPases, Rab3a and Rab27a, to regulate insulin secretion in the pancreas^13^. Rap1 are small GTPase cytosolic proteins that regulate cellular functions such as cell polarity, cell–cell junction formation, and cell adhesion. It is plausible that serotonin is being taken up by adipocytes, acting upon small GTPases, and regulating molecular changes such as adipocyte proliferation and size. Although this speculation is advanced, we cannot rule out the possible intracellular actions of serotonin in adipocytes.

Increasing peripheral serotonin concentrations also modulated cytosolic proteins that are vital for effective intracellular signal transduction. Out of the six genes in the *GTPase regulator activity* pathway in the adipose tissue, one DEG (*GPSM1*) was downregulated. Interestingly, *GPSM1* (G- protein signaling modulator 1), also known as AGS3 (activator of G protein signaling 3), is recognized to play diverse and functional roles in cell division and lipid metabolism by regulating the phosphorylation of cyclic AMP response element-binding protein^44,45^. Activator of G protein signaling 3 (AGS3) null mice have reduced whole-body fat content^44^. It is possible that serotonin regulation of cyclic AMP or other cytosolic proteins, might influence intracellular signaling cascades resulting in the modulation of metabolic related processes in the adipose tissue.

Literature investigating serotonin’s role in skeletal muscle growth and metabolism is evolving. The skeletal muscle is a highly specialized metabolic tissue regulated by endocrine and autocrine signals, like growth hormone (GH). Growth hormone is necessary for postnatal growth through the stimulation of protein synthesis in cattle^46^. Serotonin has been shown to increase growth hormone secretion from the posterior pituitary^47^. Although literature directly linking the role of skeletal muscle-derived serotonin in muscle metabolism and growth is lacking, it is possible that these hormones synergistically modulate skeletal muscle metabolism and homeostasis. It is also possible that 5-HTP direct actions in the brain might have influenced the synthesis and secretion of hormones in the pituitary gland. Serotonin is known for its involvement in the regulation of vascular smooth muscle and possesses both vasoconstrictor and vasodilator properties^48^. In the gastrointestinal tract, serotonin mediates the contraction and relaxation of smooth muscle^49,50^. In leeches, serotonin has been shown to enhance striated muscle mechanical performance^48^. More recently, in vitro myostatin knockout mouse gastrocnemius muscle showed that serotonin concentrations and the *TPH1* gene are present in the skeletal muscle and act to promote muscle growth through the increase in longitudinal growth of muscle fibers^23^. In the present study, increasing serotonin concentrations modulated muscle-derived genes related to *positive regulation of smooth muscle cell proliferation, positive regulation of cell population proliferation* and *skeletal muscle cell differentiation.* This might indicate serotonin plays a role in regulating cell proliferation in the bovine skeletal muscle, although it is not possible to discern whether this observation is due to a direct serotonin action in the muscle tissue or indirect through modulation of the GH-IGF-1 axis.

Serotonin has been shown to promote proliferation of bovine pulmonary artery smooth muscle cells in vitro^51^. These authors propose that serotonin acts both intracellularly and through cell surface receptors in combination with an observed increase cyclic AMP activation. Herein, we observe increased cell proliferation in the muscle of calves with increased serotonin concentrations. Within the *skeletal muscle cell differentiation* pathway, the *FOX11* and *MYF6* genes were upregulated. Myogenic factor 6 (MYF6) is part of a family of transcription factors that are known for their involvement in muscle differentiation, regeneration and satellite cell specification^52^. The upregulation of *MYF6* and the increase in skeletal muscle cell proliferation may translate into the improved growth rates observed for the calves in our study^24^. However, we cannot determine whether the increased cell proliferation of skeletal muscle is a direct action of intracellular serotonin or through the activation of cell surface receptors and downstream signaling cascades inducing proliferative genes.

There are seven serotonin receptor families with more than twelve subtypes, which primarily consist of G-protein coupled receptors (GPCR). Depending on which receptor subtype is activated upon ligand binding, intracellular alpha proteins, G_s_, G_q/11_, or G_i/o_, elicit different signaling cascades to modulate the activity of proteins and gene transcription^53^. The enrichment analysis in the muscle tissue revealed significant pathways such as *TNF*, *Jak-STAT*, and *PI3K-AKT* signaling. Serotonin receptors employ numerous transduction mechanisms per each different receptor subtype. Enrichment of downstream signaling molecules such as the *PI3K-AKT* pathway are involved in the regulation of cell proliferation and stimulation of growth. Even though differences in serotonin receptor expression were not captured in the muscle of these calves (Supplementary Fig. 1), the enrichment of the PI3K-AKT pathway which is activated downstream of serotonin binding to all its receptors, might be indicative of increase activity of the receptor.

Novel research has uncovered epigenetic roles of serotonin. Serotonin can translocate to the nucleus and modify histone 3, which enhances TFIID (transcription factor II D) binding and modulate gene expression^54^. This novel discovery has uncovered vast roles of intracellular serotonin independent of receptor binding. The *histone acetyltransferase binding* pathway was enriched in the muscle tissue consisting of three downregulated genes (*EGR1*, *NR4A3*, *TRIM68*). EGR1 is a transcriptional regulator with major roles in cell survival, proliferation and cell death. Histone acetylation results in a more relaxed chromatin structure, which allows for greater levels of gene transcription^55^. The downregulation in *histone acetyltransferase binding* genes observed in our study might lead to transcription repression. Interestingly, the majority of the genes in the muscle tissue were downregulated by 5-HTP supplementation. It is possible that serotonin intracellular actions in the nucleus might modulate gene expression in the muscle^54^.

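Over all 16878 genes tested in muscle, 50.8% had a lower value in 5-HTP-supplemented calves. Among the genes with a P value at or under 0.01, 183 were lower and 71 higher, a share of 72.0% lower, and 22 of the 34 genes with an FDR at or under 0.20 were lower (likelihood ratio test of edgeR). The share among genes with a P value at or under 0.01 was 69.2% with the quasi-likelihood test of edgeR and 74.6% with DESeq2. It moved most when genes were left unfiltered, to 64.2%, and when CON calf 2 was left out, to 61.5%. None of the other 34 splits of the calves into 4 and 4 gave a share as far from 50%, their shares lying between 29.0% and 70.8%. In adipose tissue the corresponding share was 46.8%. The median log2 ratio of adipose to muscle CPM was 1.62 for the muscle loci that were lower at this P value, 1.02 for all loci tested and -0.55 for those that were higher. Of the lower loci, 77.1% had higher values in adipose tissue, against 78.2% of all loci.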

Peripheral serotonin can act as an immunomodulator^8,56,57^ and can be synthetized by leukocytes and immune organs, such as the spleen and thymus in dairy calves^58^. We have shown that bovine peripheral leukocytes express serotonin receptors and genes coding for the serotonergic machinery responsible for serotonin synthesis, uptake and metabolization^58^. Indeed, increasing peripheral serotonin in the neonate bovine led to an upregulation of serotonin receptors and cytokines in peripheral leukocytes. Skeletal muscle cells are also an important source of cytokines, which can regulate energy metabolism and modulate immune function^59^. Specifically, cytokine signaling from myoblasts play a prominent role in regeneration and hypertrophy^60^. In the present study, increasing serotonin concentrations downregulated genes in immune-related pathways, such as *cytokine-mediated signaling pathway, neutrophil chemotaxis,* and *inflammatory response*. It is possible that serotonin is acting directly in the muscle to downregulate the expression of genes related to immune signaling. These findings are in conjunction with the human and murine model and suggest that serotonin might play an immunoregulatory role in the neonate bovine. The exact mechanism by which peripheral serotonin modulates skeletal muscle immune genes is unclear. Future elucidation of the molecular mechanisms behind serotonin immunomodulatory effects and its role in orchestrating innate and adaptive immunity might contribute to the overall health status of growing animals.

Interferon-γ (IFN-γ) is a pro-inflammatory cytokine which triggers the JAK/STAT intracellular signaling pathway to regulate the expression of more than 1000 genes^61^. 

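The mean of IFI47 in 5-HTP-supplemented calves was above that of 58.1% of the genes tested in adipose tissue and above that of 39.9% of those tested in muscle. IFI47 was the only gene with an FDR at or under 0.20 in both tissues, among 15696 genes tested in both (likelihood ratio test of edgeR). No difference between tissues in the effect of 5-HTP was detected, with a difference in logFC (muscle less adipose) of 0.67 and a standard error of 1.17 (FDR = 1 for the tissue by treatment term of edgeR over all 16 libraries). With the calf number as a block, which pairs the tissues of a calf, this difference was 0.14 (FDR = 1, edgeR). The deviations from the group means of same-numbered libraries had a mean correlation of 0.131 across 14460 loci. In both tissues, calf 5 had the highest and calf 7 the lowest value among 5-HTP-supplemented calves. The merged locus beside IFI47 (ENSBTAG00000004815) was counted in every CON calf and had a logFC of 0.62 in adipose tissue and 0.69 in muscle. For 6 of the 35 splits of the calves into 4 and 4, the real one included, a single gene had the smallest P value in both tissues.

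**Figure D3:**
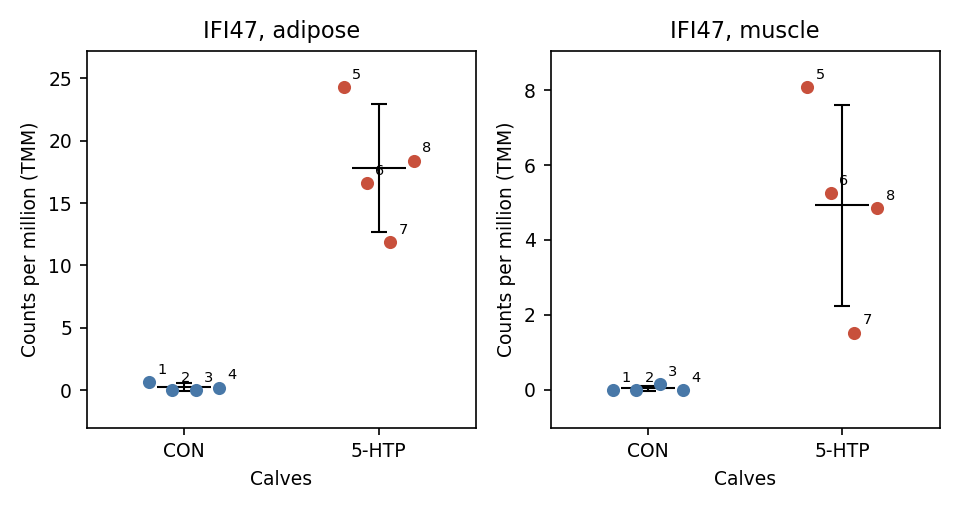
IFI47 in adipose tissue and muscle of each calf, in TMM-normalized CPM, with calf numbers beside the points and the mean and SD of each group of 4 calves as a line with error bars. In adipose tissue the 5-HTP-supplemented calves lay between 11.9 and 24.3 CPM, and in muscle between 1.52 and 8.08 CPM, above every CON calf.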

Interferon-γ inducible protein 47 (*IFI47*) was differentially and highly expressed in both the adipose and muscle tissue of 5-HTP supplemented calves. *IFI47* encodes for an intracellular GTPase protein family, known as p47 GTPases, which are bound to lipid membranes and are responsible for regulating immunity in resistance to intracellular pathogens^62^. The p47 GTPase family is a group of six proteins that are produced in response to interferons^62^. p47 GTPase proteins act as an immune defense mechanism to intracellular infection. Although serotonin directly promotes IFN-γ production in the presence of monocytes in humans^63^, the interplay between IFN-γ, serotonin and p47 GTPase proteins in the bovine is unknown. Thus, it is possible that serotonin might be increasing IFN-γ and indirectly inducing *IFI47* expression aiding dairy calves’ immune competence and their adaptive immune system development. This is of relevance due to calves being born with a naïve immune system that develops continuously with age^64^. The association between serotonin and p47 GTPase proteins could open new avenues of research exploring this biogenic amine in bovine innate and adaptive immune defense.

There are several limitations to our study including the small sample size and the inability to discern central from peripheral effects of orally supplemented 5-HTP. In addition, we cannot determine whether the observed changes result from a direct action of serotonin on the adipose and muscle, or indirectly through its actions in other metabolic tissues such as the liver and pancreas. The increased circulating insulin concentrations observed in these calves might be impacting the adipose and muscle transcriptome and cellular processes indirectly. Future work will focus on dissecting the direct contributions of serotonin actions in metabolic tissues such as the adipose, muscle, liver, and pancreas.

## Conclusions

Increased peripheral serotonin signaling induced microstructural changes in the adipose tissue reducing adipocyte surface area and increasing proliferative and total cell number. While muscle fiber surface area was not impacted, greater proliferative nuclei and a greater number of total nuclei was observed. Our data highlights tissue specific genes and pathways impacted by increased peripheral serotonin. In the adipose, serotonin impacted the expression of genes involved in pathways related to intracellular signal transduction mechanisms, lipid metabolism and fatty acid biosynthesis, cell proliferation and differentiation. In muscle, serotonin primarily downregulated genes involved in immune signaling, cell cycle regulation, and histone modification. IFI47 revealed as a candidate gene for future exploration, as a potential serotonin inducible gene with an immune role involved in metabolic crosstalk. Future studies will elucidate the mechanistic links of peripheral serotonin in metabolic tissues which might confer improved metabolism and growth to the dairy calf.

## Methods

This experiment was conducted under protocols approved by the Institutional Animal Care and Use Committee at the University of Florida. All methods were performed in accordance with the relevant guidelines and regulations, and the study is reported in accordance with ARRIVE guidelines. Holstein bull calves (*n* = 8, 18 ± 2 day old, 47 ± 3.2 kg BW) were housed in a shaded barn in straw bedded pens. Calves received 4 L of milk replacer (Southeast Milk Inc, Okeechobee, FL) at 7:00 a.m. and 7:00 p.m. during a 5-day adaptation period. Water and grain (Purina Animal Nutrition LLC, Shoreview, MN) were offered ad libitum for the 15 days. After the adaptation period, treatments were administered for 10 consecutive days by supplementing the 7:00 a.m. milk replacer with 5-HTP (90 mg, 1.8 mg/kg, *n* = 4, Sigma, St. Louis, MO; #H9772) or saline (CON, *n* = 4). The chemical composition of the milk replacer and concentrate, and serotonin concentrations can be found in Marrero et al.^24^.

The morning after the 10th day of supplementation, calves were euthanized to harvest major organs and tissues, including muscle and adipose. Calves received an intravenous injection of 0.2 mg/kg of xylazine followed by captive bolt and jugular exsanguination. Subcutaneous white adipose tissue (WAT) near the tail head and pelvis, and skeletal muscle tissue from gluteus medius (rump) were harvested. Approximately 1 cm^3^ were washed in sterile PBS and stored in RNA*later* (ThermoFisher, Invitrogen; #AM7020, Grand Island, NY) overnight at 4 °C and at − 80 °C until RNA isolation. For histological analyses tissue samples (~ 0.5 cm^2^) were placed in 4% paraformaldehyde at 4 °C overnight. Tissue was rinsed in increasing concentrations of ethanol (25%, 50%, 70%, and 100%), and then transferred to 70% ethanol and stored at 4 °C until embedded in paraffin and sectioned using a microtome (MICROM GmbH, MH325, Walldorf, Germany) at 5 μm onto poly-l-lysine coated slides.

RNA-Seq library was constructed using the NEBNext Ultra II RNA Library Prep Kit for Illumina (#E7775; New England BioLabs, Ipswich, MA) following the manufacturer’s protocol. The libraries were sequenced using the Illumina NovaSeq 6000 platform (Illumina Inc., CA) which generated 150 base-pair paired-end reads. Sequencing reads were tested for quality before and after trimming using the software FastQC (version 0.11.7, Babraham Bioinformatics, UK). Read trimming was performed using the software Trim Galore (version 0.4.4, Babraham Bioinformatics, UK) with the following parameters: –*paired*, *–quality* 20, –*length* 50, –*clip_R1* 10, –*clip_R2* 10, –*three_prime_clip_R1* 20, and –*three_prime_clip_R2* 20. After processing, paired-end sequencing reads were mapped to the latest bovine reference genome (ARS-UCD1.2) using the software Hisat2 (v2.1.0)^65^.

Read alignments were provided to Cufflinks (version 2.2.1) in order to construct transcript models^66^. Sample assemblies were merged together with the ARS-UCD1.2 bovine genome assembly annotation file using Cuffmerge (Cufflinks, version 2.2.1) in order to combine novel transcripts with known annotated transcripts. The number of reads that mapped to each annotated gene in the final transcriptome assembly was obtained using the python script *htseq-count* (v0.6.1p1) using the option *intersection-nonempty*^67^.

Genes with read counts $$<$$ 10 in at least 4 biological replicates were removed from the raw expression data and not included in the statistical analysis. 

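The wording of the filter can be read in more than 1 way. Keeping genes with at least 10 counts in at least 4 libraries left 20167 genes in adipose tissue and 16878 in muscle, and this reading was used for the values given here. Removing every gene with under 10 counts in 4 or more libraries left 19110 and 16281 genes, with 16 and 31 genes at an FDR at or under 0.20 (likelihood ratio test of edgeR). Under this second reading IFI47 was not tested in muscle, because all 4 CON libraries had under 10 counts of it. It also removes PAPSS2 (3, 2, 7 and 3 counts in the muscle of calves 5 to 8) and XLOC_012144 (4, 7, 7 and 5). In adipose tissue, 17 of the 21 genes of Supplemental Table 1 other than IFI47 were tested under it. The paper lists the removed genes as DEGs, which argues against the second reading as the one it used. Without a filter, 37381 and 33732 genes with at least 1 count were tested, and 30 and 51 genes were at or under 0.20.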

Differentially expressed genes between treatments were detected using the *R* package edgeR^68^. This *R* package combines (i) the use of the trimmed mean of M-values as normalization method, (ii) an empirical Bayes approach for estimating tagwise negative binomial dispersion values, and finally (iii) generalized linear models and likelihood ratio tests for detecting differentially expressed genes. All the analyses were performed using the default settings for all parameters.

The enrichment of Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG)^69^ terms with differently expressed genes was analyzed using Fisher’s exact test, a hypergeometric-based overrepresentation test commonly used to evaluate 2 × 2 contingency tables. Differentially expressed genes (*P*-value $$\le$$ 0.01) that had ENSEMBL annotations were tested against the background set of all expressed genes with ENSEMBL annotations. Genes were assigned to GO and KEGG terms using the function *getBM* from the *R* package biomaRt (v 2.36.1)^25^ and the function HyperGEnrich from the *R* package EnrichKit (v 1.1.383; https://github.com/liulihe954/EnrichKit), respectively. The Fisher’s exact test was implemented using the function *fisher.test* in the *R* software.

Five DEG in adipose tissue (*ANKRD33B, CLSTN3, CYP4F2, IFI47* and *REEP6*), and four DEG in muscle tissue (*CISH, CCN2, EGR1* and *FOS*) were selected for validation using quantitative real time PCR (CFX96 Touch Real-Time PCR Detection System). Selection criteria included genes with *P* < 2.0 × 10^–4^. The same RNA samples used for RNA-Seq were used for gene expression validation using quantitative real-time PCR. The expression of serotonin receptors (*5-HTR1A, -1B, -1D, -1F, -2A, -2B, -2C, -3A, -3B, -3C, -4, -5A, -6,* and *-7*) and genes involved in serotonin synthesis and metabolism (*SERT* and *TPH1*) was measured in adipose and muscle. A more detailed description of RNA extraction, cDNA synthesis, primer design, primer sequence information, and validation analysis can be found in Supplementary Methods.

Hematoxylin and eosin (H&E) staining was performed to visualize adipose and muscle tissue microstructure. The EVOS XL Core imaging system (Advanced Microscopy Group, Bothell, WA) was used to take three photomicrographs (40× magnification) for quantification of adipocyte number and area, and muscle fiber area using ImageJ software^70^ and the point picker plugin. To quantify cell proliferation, 4 µm sections were de-paraffinized, and were treated by Citra Steam (Biogenex, Fremont, CA; #HK086-9K) for 30 min. Background Sniper (Biocare Medical, Walnut Creek, CA; #BS966M) was used for 15 min to reduce unspecific background staining. Sections were incubated with Mouse anti-Human Ki67 (1:100, DAKO #M7240, clone MIB-1) 60 min, stain was visualized using Mach 2 Mouse HRP polymer (Biocare Medical, Walnut Creek, CA; # MHRP520L), and following the DAB chromagen (Vector Laboratories, Burlingame, CA; #SK-4105) and CAT hematoxylin counterstain (Biocare Medical, Walnut Creek, CA; #CATHE-M). Total tissue area for photomicrographs taken at 40× is 96,820 µm^2^. The proportion of proliferating nuclei in the adipose and muscle tissue was calculated as the total number of positive stained nuclei across all 3 fields divided by the total nuclei (positive and negative) in all 3 fields. Histological data were analyzed by analysis of variance (ANOVA) using the MIXED procedure of SAS and GLIMMIX procedure for proportion data (v. 9.4 SAS Institute Inc., Cary, NC). The model included the fixed effect of treatment (CON vs. 5-HTP), and the calf ID nested within treatment as a random effect. Data are presented as least square means ± standard error of the mean (LS means ± SEM). Statistical significance was declared at *P* ≤ 0.05 and tendencies at 0.05 < *P* ≤ 0.10.

## Supplementary Information

Supplementary Information.

# Supplementary material for: Histological and transcriptomic analysis of adipose and muscle of dairy calves supplemented with 5-hydroxytryptophan
**Source:** Sci Rep. 2021 May 6;11:9665. doi: 10.1038/s41598-021-88443-w
**Supplement:** Supplementary file 1 — Supplementary Information.

**Supplemental Figure 1.** Gene expression of serotonin receptors (*5-HTR1A, -1B, -1D, -1F, -2A, -2B, -2C, -3A, -3B, -3C, -4, -5A, -6,* and *-7*) and genes involved in serotonin synthesis and metabolism (*SERT* and *TPH1*) in the (**A**) adipose and (**B**) muscle tissue. The geometric mean of three housekeeping genes for adipose (*B- Actin, RSP-18, UXT*) and two for muscle (*HRPT-1*, *UXT*) was used to normalize gene expression (∆Ct) to calculate gene expression as Fold Change (2^∆∆Ct^). Primer sequences can be found in Field et al. (2021)^1^ Statistical significance declared at *P* ≤ 0.05 and receptors were found not different compared to control.

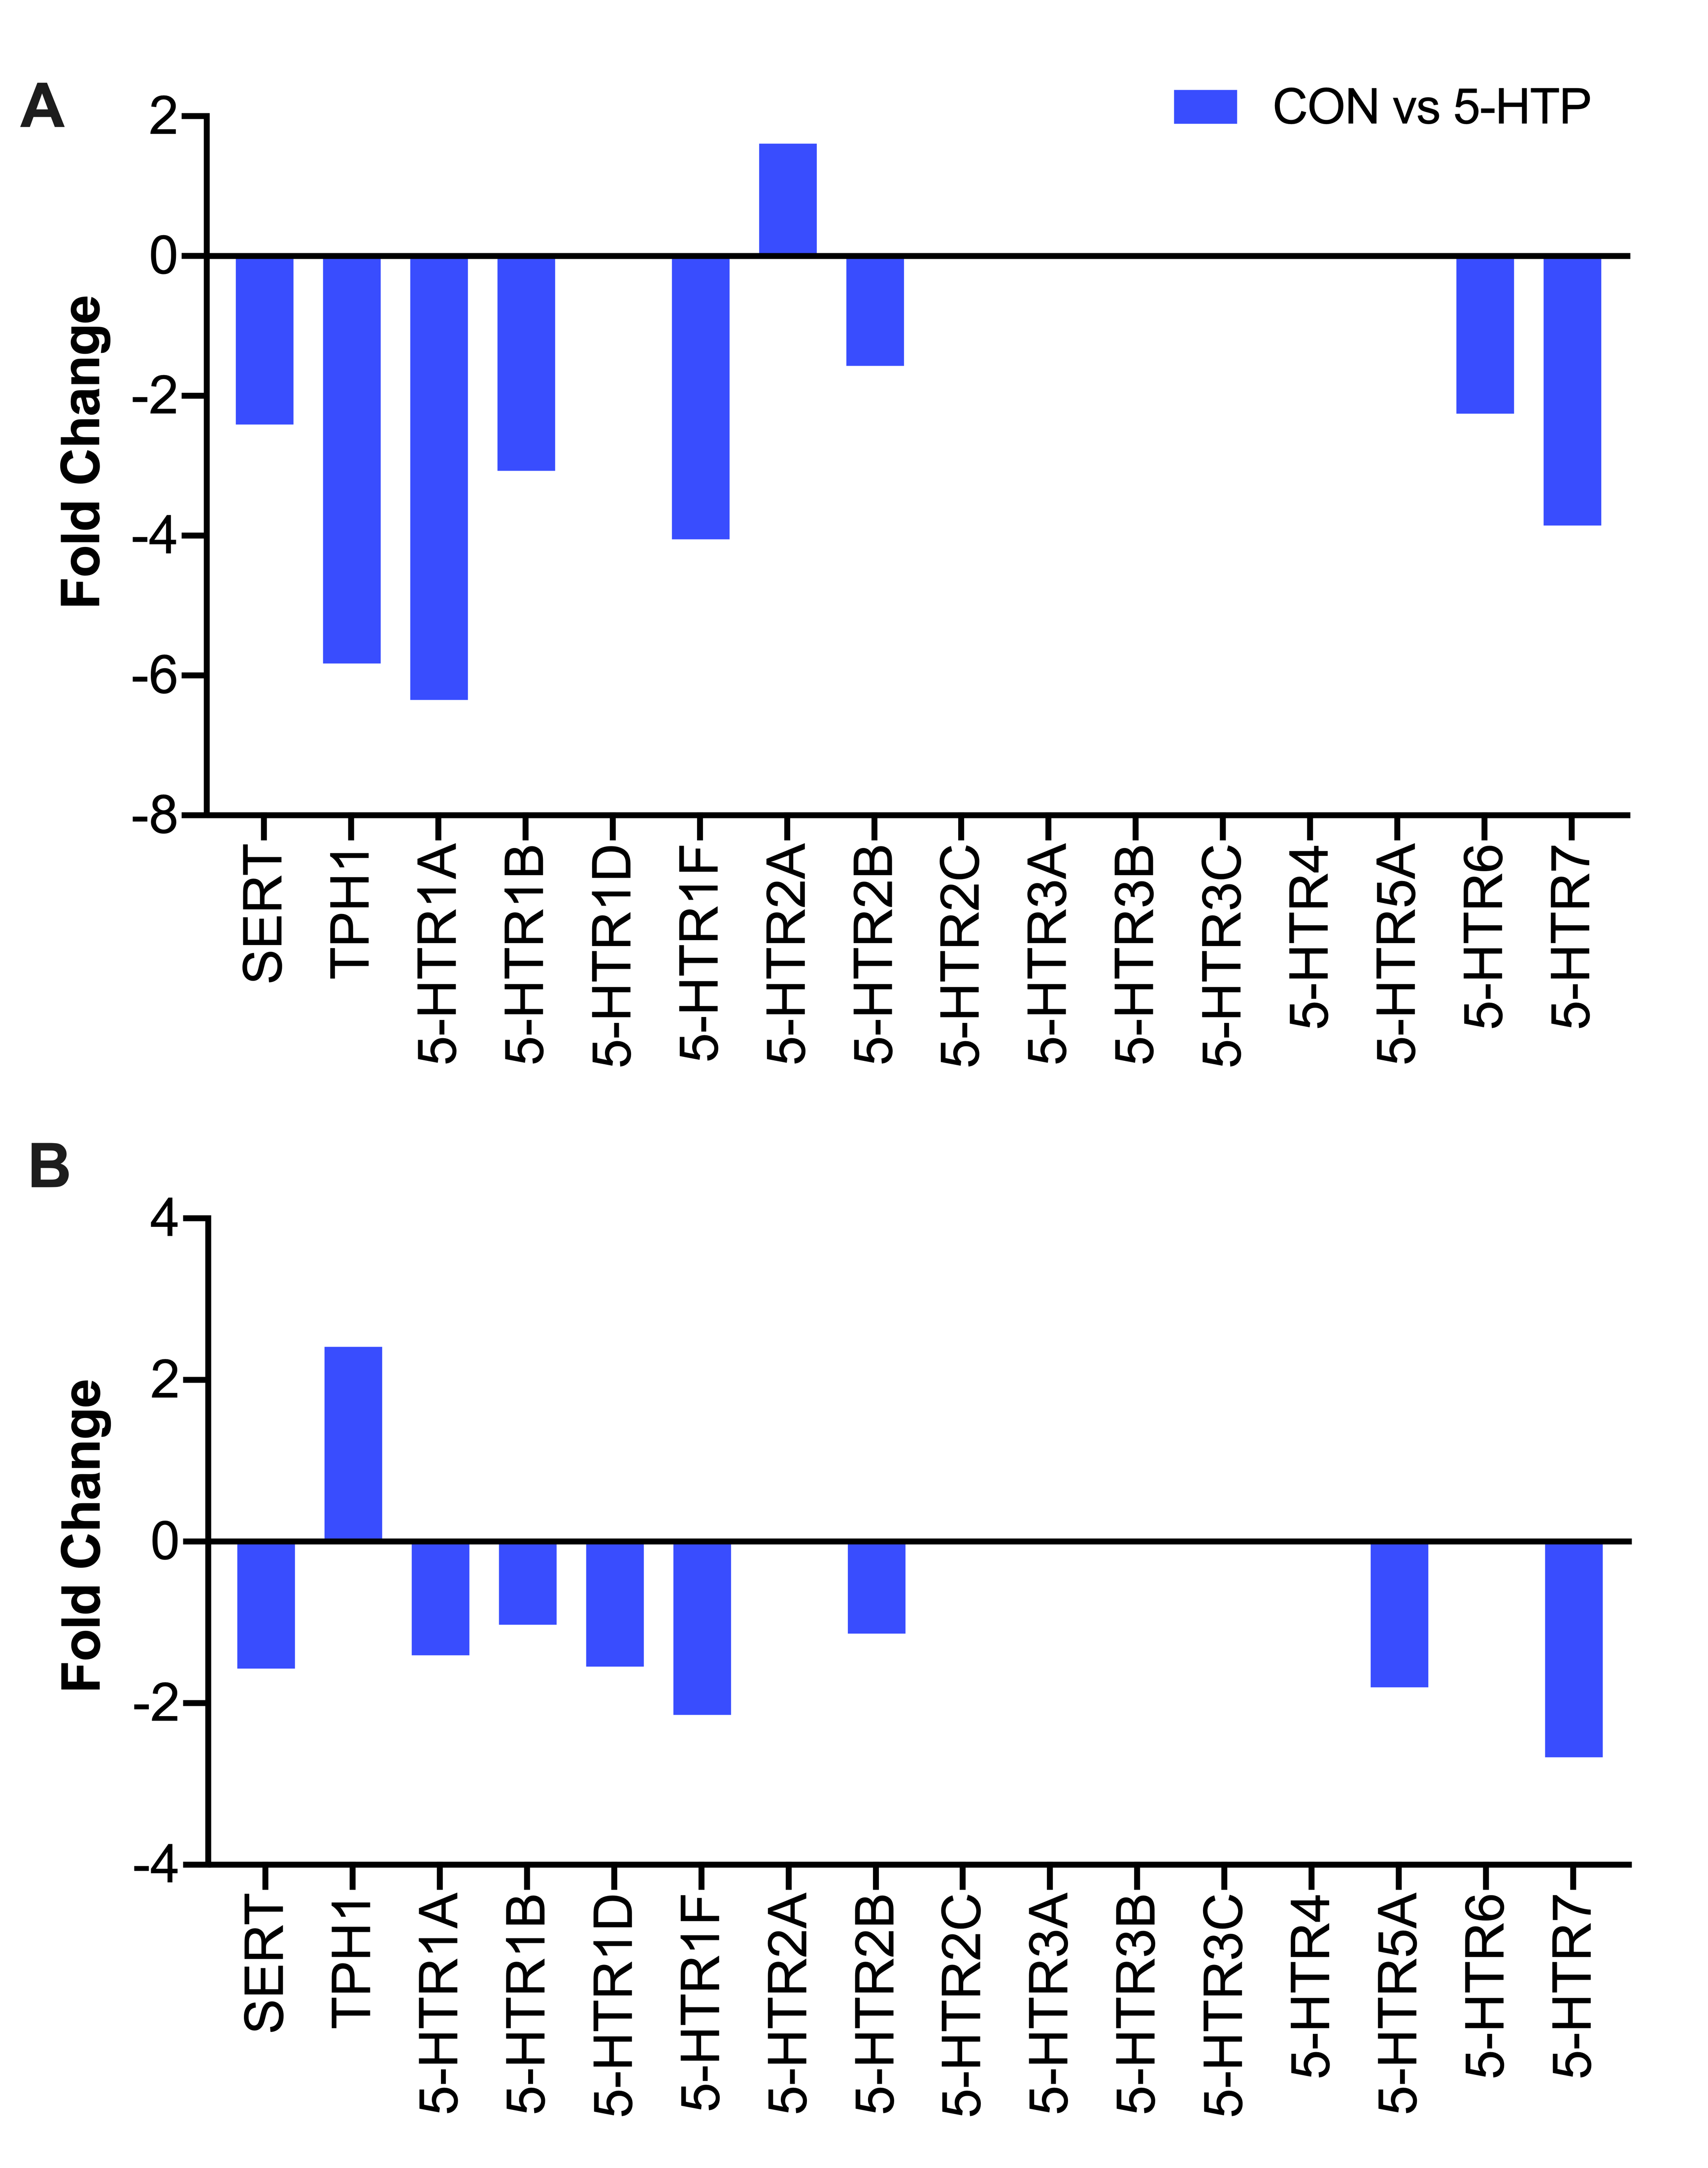

**Supplemental Figure 2.** Circulating (**A**) serotonin, (**B**) non-esterified fatty acids (NEFA), (**C**) insulin, and (**D**) glucose in blood plasma. Samples were measured in duplicate using an enzyme immunoassay kit for serotonin (IM1749; Immunotec, Beckman Coulter, Marseille Cedex 9, France), an enzymatic colorimetric assay for NEFA (Wako HR Series NEFA-HR(2), Chuo-Ku, Japan; # 99534791), a commercial ELISA (Mercodia Bovine Insulin ELISA, Uppsala, Sweden; #10120101) and a colorimetric assay (Wako Autokit Glucose, Chuo-Ku, Japan; #99103021) all according to manufacturer’s instructions. Serotonin data is adapted from Marrero et al. (2019)^24^. Insulin and glucose data is adapted from Field et al. (2021).^1^ Data was analyzed by analysis of variance using the MIXED procedures of SAS. Model included fixed effect of treatment (CON, 5-HTP), time (repeated measures) and their interaction. Calf ID nested within treatment was used as a random effect. Data presented as LS means ± SEM and statistical significance declared at *P* ≤ 0.05 denoted (*). No differences were found in circulating NEFA and glucose concentrations.

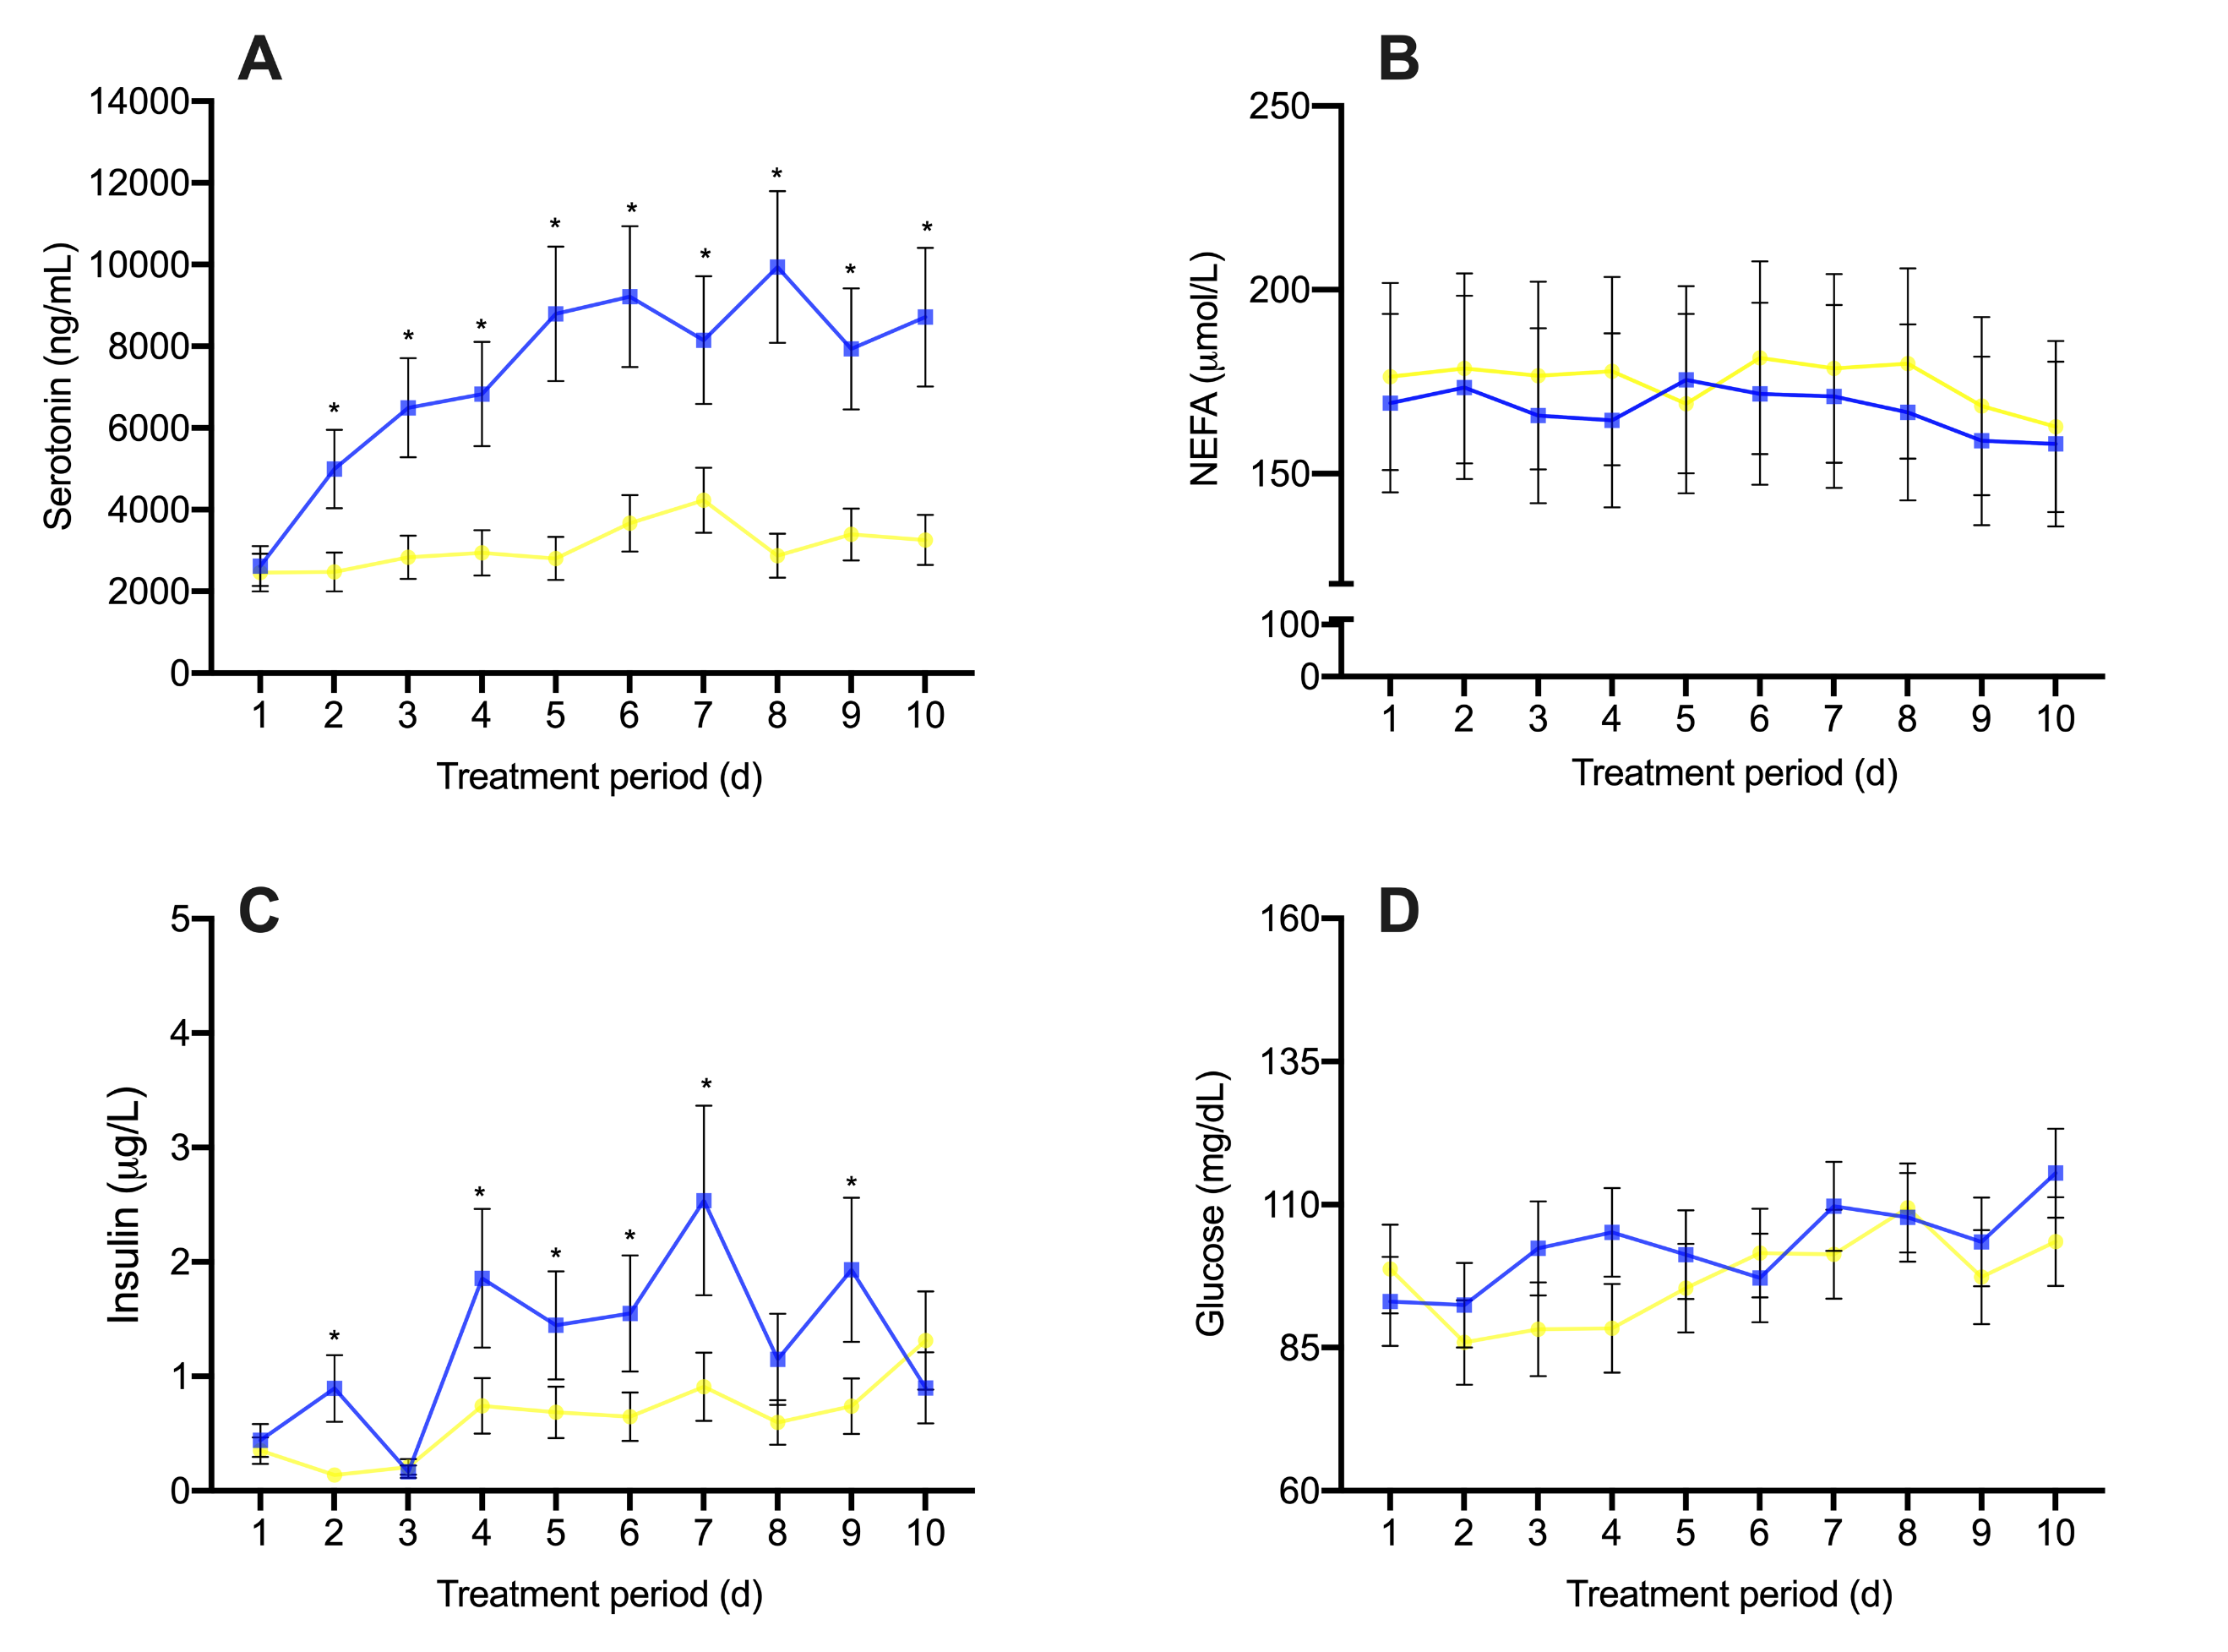

**Supplemental Figure 3.** RNA-Sequencing (RNA-Seq) validation by quantitative real-time PCR (qPCR). Comparison of the log_2_ fold change of RNA-Seq and qPCR in (**A**) adipose tissue for five differentially expressed genes (*ANKRD33B, CLSTN3, CYP4F2, IFI47* and *REEP6*) and (**B**) muscle tissue for four differentially expressed genes (*CISH, CCN2, EGR1* AND *FOS*) when comparing pre-weaned dairy calves supplemented 10 days with 5-Hydroxytrytophan (5-HTP, *n* = 4) vs. no-supplemented calves (CON, *n* = 4)*.* The y-axis displays the -log_2_ fold change of each gene and the x-axis lists the gene symbol.

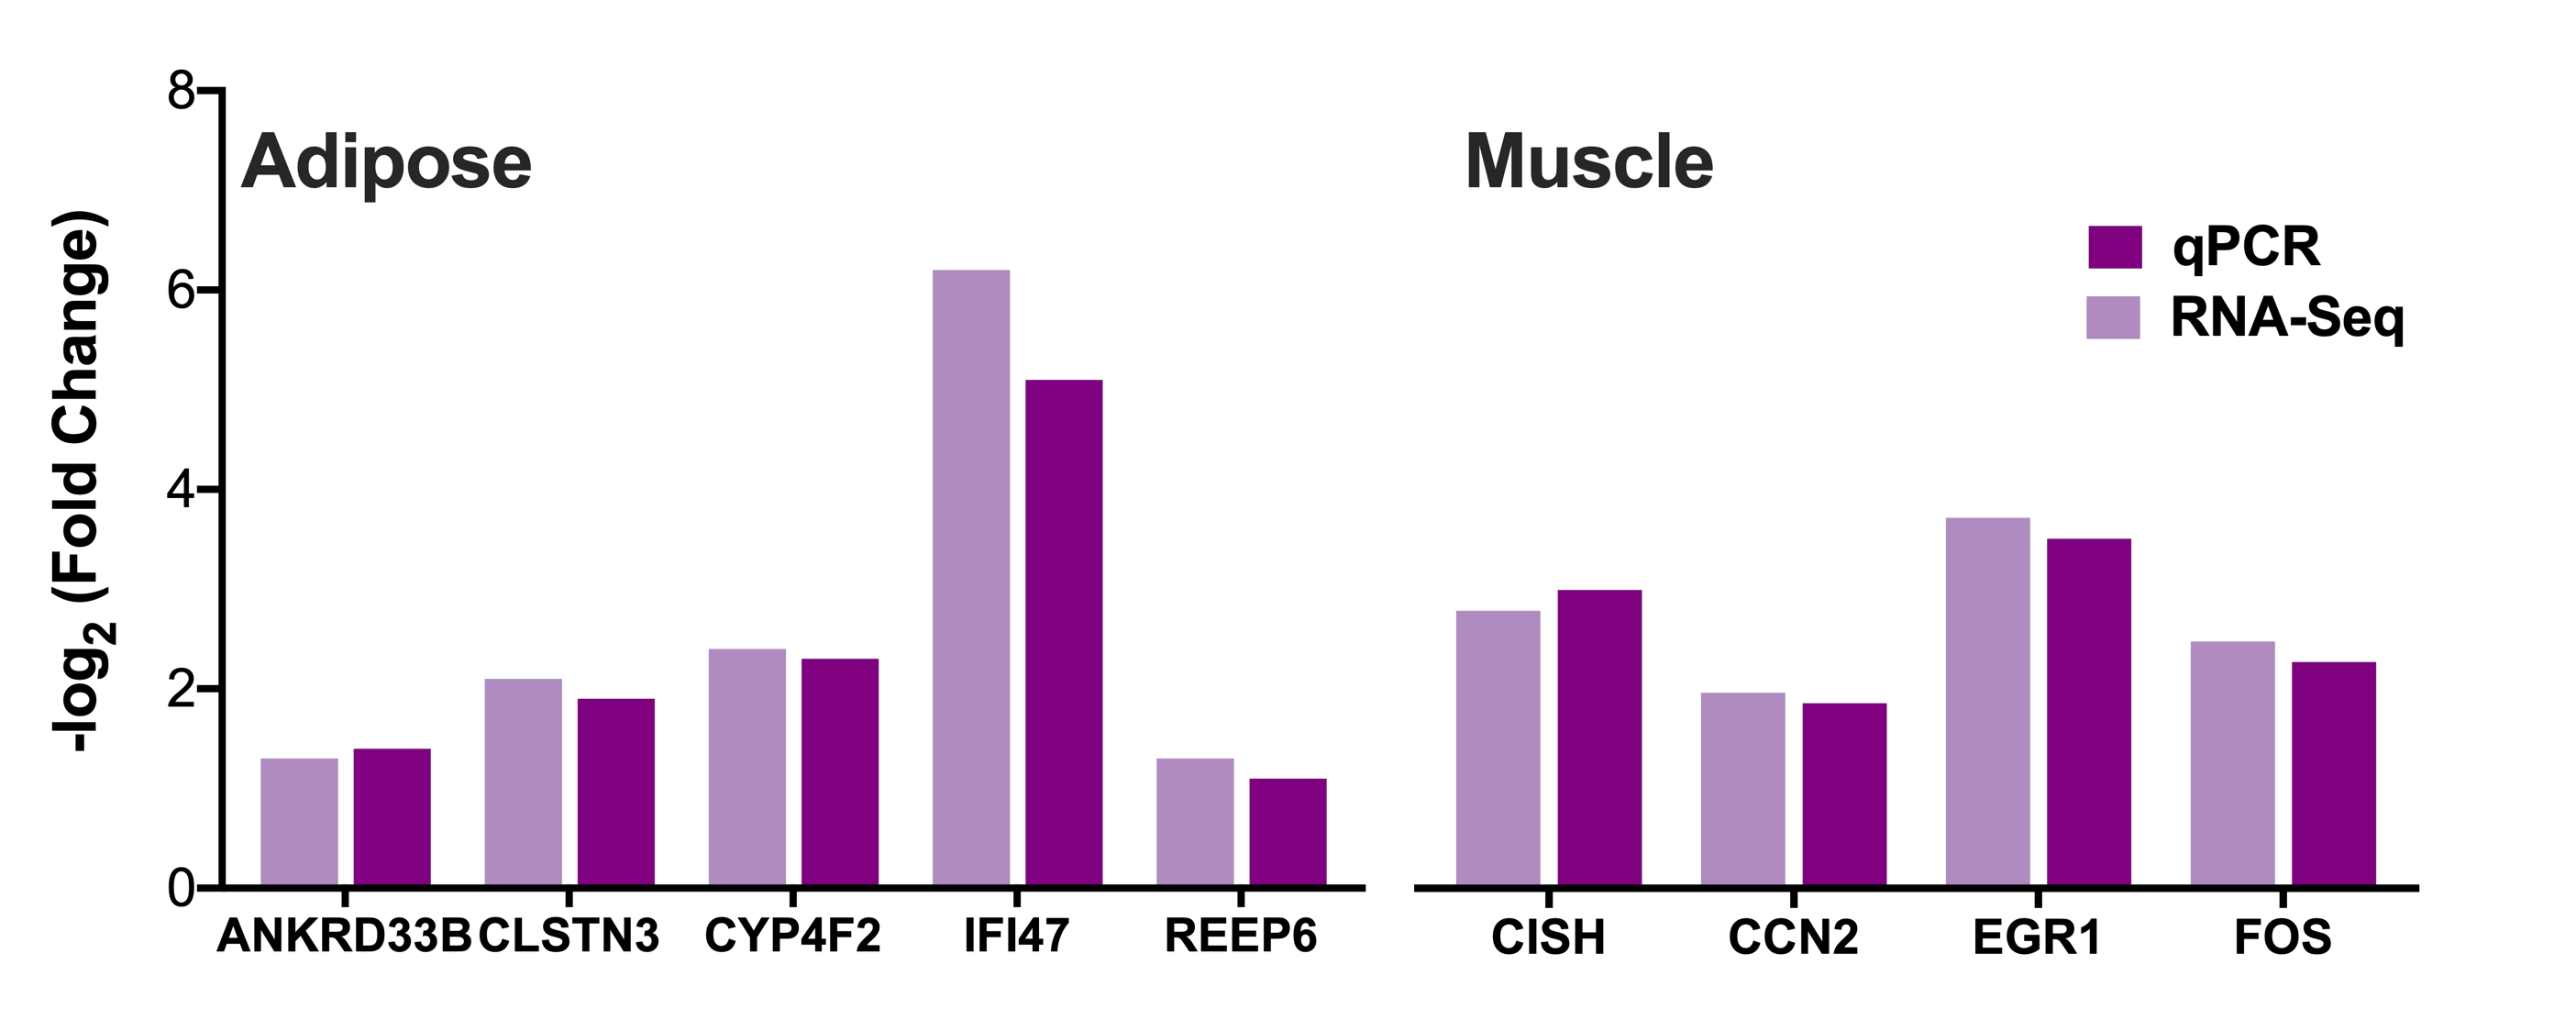

**Supplemental Figure 4.** Average daily gain (ADG) over the 10-day treatment period following 5-hydroxytryptophan (5-HTP) supplementation to pre-weaned dairy calves. ADG data is adapted from Marrero et al. (2019).^2^

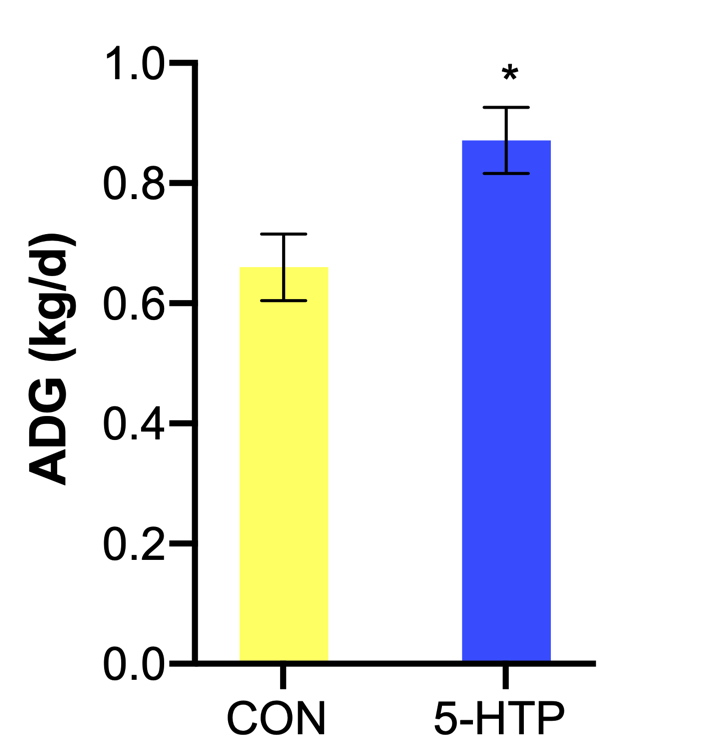

**Supplemental Table 1**. Differentially expressed genes (DEG, FDR ≤ 20%) in adipose tissue of pre-weaned dairy calves supplemented with 5-hydroxytrytophan (5-HTP, 90 mg/d; *n* = 4) or saline (CON, 8 mL saline; *n* = 4) for 10 consecutive days. A total of 22 DEGs were identified, of which 11 where upregulated and 11 where downregulated (5-HTP vs. CON). LogFC (Fold Change) and logCPM (Counts Per Million).

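Supplemental Table 1 gives for each gene the logFC, the mean logCPM, the P value and the FDR from edgeR. All 22 of its rows had an FDR at or under 0.20 in the likelihood ratio test of edgeR on the deposited counts, and no other gene did. The logFC obtained here differed from the table by at most 0.055 and the P value by a factor of at most 1.34. The logCPM of the table less that obtained here had a median of 0.185, and of -0.0097 when each merged locus was counted once, a setting chosen after the values were seen. The rows for COLQ hold the same counts under a pair of identifiers, so the table covers 21 loci. Among the loci with only a number, XLOC_028208 had a logFC of 2.65 (FDR = 0.00281, edgeR), with 0.592 ± 0.0890 CPM in CON calves and 3.73 ± 1.98 CPM in 5-HTP-supplemented calves (SD, n = 4). XLOC_040296 had a logFC of -5.24 (FDR = 0.0489, edgeR), with a CON mean of 11.3 ± 12.4 CPM (SD, n = 4), and its groups overlapped.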

| **Gene** | **Gene Name** | **Full Name** | **logFC** | **logCPM** | **PValue** | **FDR** |
| --- | --- | --- | --- | --- | --- | --- |
| XLOC_040296 |  |  | -5.2 | 2.7 | 1.7E-05 | 5.2E-02 |
| XLOC_040580 |  |  | -5.0 | 2.2 | 1.8E-04 | 1.7E-01 |
| XLOC_027957 |  |  | -4.0 | -0.8 | 5.8E-06 | 2.9E-02 |
| ENSBTAG00000046516 | FUT7 | Fucosyltransferase 7 | -2.4 | 0.1 | 2.9E-05 | 6.9E-02 |
| ENSBTAG00000008129 | CLSTN3 | Calsyntenin 3 (calcium ion binding) | -2.1 | 3.4 | 9.8E-06 | 3.7E-02 |
| ENSBTAG00000050527 | Novel gene |  | -1.8 | 1.0 | 1.2E-04 | 1.3E-01 |
| XLOC_040763 |  |  | -1.8 | 2.6 | 1.5E-04 | 1.5E-01 |
| XLOC_025922 |  |  | -1.4 | 2.4 | 9.8E-05 | 1.2E-01 |
| ENSBTAG00000040193 | COLQ | Collagen tail subunit of asymmetric acetylcholinesterase | -1.2 | 5.6 | 7.3E-05 | 1.1E-01 |
| ENSBTAG00000051541 | COLQ | Collagen tail subunit of asymmetric acetylcholinesterase | -1.2 | 5.6 | 7.3E-05 | 1.1E-01 |
| ENSBTAG00000047029 | Novel gene |  | -1.2 | 4.1 | 7.9E-05 | 1.1E-01 |
| ENSBTAG00000002311 | REEP6 | Receptor accessory protein 6 | 1.3 | 4.4 | 2.0E-04 | 1.8E-01 |
| ENSBTAG00000011337 | ANKRD33B | Ankyrin repeat domain 33B | 1.3 | 6.4 | 6.7E-05 | 1.1E-01 |
| XLOC_024071 |  |  | 1.3 | 3.3 | 1.9E-05 | 5.2E-02 |
| XLOC_028032 |  |  | 1.9 | 2.6 | 1.1E-04 | 1.2E-01 |
| ENSBTAG00000014220 | Novel gene | CD36 molecule (thrombospondin receptor) | 2.4 | 0.1 | 4.4E-05 | 9.3E-02 |
| ENSBTAG00000039319 | CYP4F2 | Cytochrome P450, family 4, subfamily F, polypeptide 2 | 2.4 | 1.7 | 9.4E-05 | 1.2E-01 |
| XLOC_005436 |  |  | 2.6 | 5.2 | 6.4E-05 | 1.1E-01 |
| XLOC_028208 |  |  | 2.6 | 1.4 | 3.0E-07 | 2.8E-03 |
| XLOC_002658 | SLC7A8 |  | 3.0 | 2.7 | 6.1E-06 | 2.9E-02 |
| XLOC_025101 |  |  | 3.0 | 0.0 | 1.4E-04 | 1.4E-01 |
| ENSBTAG00000015727 | IFI47 | Interferon gamma inducible protein 47 | 6.2 | 3.4 | 5.2E-18 | 9.8E-14 |

**Supplemental Table 2.**  Differentially expressed genes (DEG, FDR ≤ 20%) in muscle tissue of pre-weaned dairy calves supplemented with 5-hydroxytrytophan (5-HTP, 90 mg/d; *n* = 4) or saline (CON, 8 mL saline; *n* = 4) for 10 consecutive days. A total of 31 DEGs were identified, of which 11 where upregulated and 21 where downregulated (5-HTP vs. CON). LogFC (Fold Change) and logCPM (Counts Per Million).

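Supplemental Table 2 holds 33 rows, 12 with a positive and 21 with a negative logFC. All 33 had an FDR at or under 0.20 in the likelihood ratio test of edgeR on the deposited counts, next to 1 gene outside the table (ENSBTAG00000045751, logFC = -1.66, FDR = 0.177, edgeR). The logFC obtained here differed from the table by at most 0.055. The P value differed from the table by more than a factor of 1.5 for EGR1, CISH and FOS, and was near that factor for NPR3. WDR86 is named for both an Ensembl gene (logFC = 1.10) and a merged locus (logFC = 1.59). TTN (XLOC_017327) and a pair of unnamed Ensembl genes on merged loci numbered close to it fell by 1.29, 1.24 and 1.00 on the log2 scale. The loci numbered between them had a logFC of -0.85 (FDR = 0.308, edgeR) and -0.38 (FDR = 0.997, edgeR).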

| **Gene** | **Gene Name** | **Full Name** | **logFC** | **logCPM** | **PValue** | **FDR** |
| --- | --- | --- | --- | --- | --- | --- |
| ENSBTAG00000010069 | EGR1 | Early growth response 1 | -3.6 | 7.2 | 2.3E-05 | 4.6E-02 |
| ENSBTAG00000022622 | CISH | Cytokine inducible SH2 containing protein | -2.7 | 6.5 | 2.7E-07 | 1.0E-03 |
| ENSBTAG00000004322 | FOS | Fos proto-oncogene | -2.4 | 5.1 | 2.4E-05 | 4.6E-02 |
| ENSBTAG00000003196 | PAPSS2 | 3,-phosphoadenosine 5,-phosphosulfate synthase 2 | -2.3 | -0.7 | 3.9E-05 | 6.6E-02 |
| ENSBTAG00000007665 | NPR3 | Natriuretic peptide receptor 3 | -2.0 | 3.8 | 3.1E-06 | 7.8E-03 |
| ENSBTAG00000038496 | CR2 | Complement C3d receptor 2 | -2.0 | 0.7 | 2.9E-04 | 1.6E-01 |
| ENSBTAG00000005419 | AOC1 | Amine oxidase copper containing 1 | -2.0 | 2.0 | 9.3E-05 | 8.4E-02 |
| ENSBTAG00000006367 | CCN2 | Cellular communication network factor 2 | -1.9 | 0.7 | 1.6E-04 | 1.2E-01 |
| XLOC_012144 |  |  | -1.8 | -0.5 | 7.9E-05 | 7.6E-02 |
| ENSBTAG00000011196 | C1QB | Complement C1q B chain | -1.6 | 2.8 | 2.9E-04 | 1.6E-01 |
| ENSBTAG00000013167 | SIGLEC1 | Sialic acid binding Ig like lectin | -1.5 | 0.4 | 4.0E-04 | 1.9E-01 |
| ENSBTAG00000048122 | CFD | Complement factor D | -1.4 | 1.9 | 5.8E-05 | 7.5E-02 |
| ENSBTAG00000004840 | C1S | Complement C1s | -1.3 | 5.3 | 3.9E-04 | 1.9E-01 |
| XLOC_017327 | TTN | Titin | -1.3 | 5.1 | 2.5E-07 | 1.0E-03 |
| ENSBTAG00000004305 | RGS16 | Regulator of G protein signaling 16 | -1.3 | 2.8 | 3.1E-04 | 1.6E-01 |
| ENSBTAG00000022150 | MRXA5 | Matrix remodeling associated 5 | -1.2 | 3.6 | 1.9E-04 | 1.3E-01 |
| ENSBTAG00000054051 | Novel gene |  | -1.2 | 5.4 | 1.1E-08 | 8.4E-05 |
| XLOC_029760 |  |  | -1.2 | 3.3 | 2.3E-04 | 1.5E-01 |
| ENSBTAG00000046177 | IGFN1 | Immunoglobulin like and fibronectin type III domain containing 1 | -1.1 | 11.1 | 7.1E-05 | 7.5E-02 |
| ENSBTAG00000052033 | Novel gene |  | -1.0 | 5.2 | 6.7E-05 | 7.5E-02 |
| ENSBTAG00000000283 | CSF1 | Colony stimulating factor 1 | -0.9 | 3.6 | 3.9E-04 | 1.9E-01 |
| ENSBTAG00000004815 | Novel gene |  | 0.7 | 4.1 | 2.0E-04 | 1.3E-01 |
| XLOC_012438 | ASCC2 |  | 0.8 | 5.5 | 2.9E-04 | 1.6E-01 |
| ENSBTAG00000006232 | WDR86 | WD repeat domain 86 | 1.1 | 5.0 | 7.3E-05 | 7.5E-02 |
| ENSBTAG00000018453 | ANKRD37 | Ankyrin repeat domain 37 | 1.2 | 2.1 | 2.7E-06 | 7.8E-03 |
| ENSBTAG00000049695 | LMX1B | LIM homeobox transcription factor 1 beta | 1.5 | 1.0 | 1.6E-04 | 1.2E-01 |
| XLOC_030964 | WDR86 |  | 1.6 | 4.7 | 5.7E-05 | 7.5E-02 |
| XLOC_017727 |  |  | 2.0 | 0.3 | 3.1E-04 | 1.6E-01 |
| XLOC_018883 |  |  | 2.1 | -0.5 | 1.0E-04 | 8.8E-02 |
| XLOC_039781 |  |  | 2.1 | -0.8 | 1.4E-04 | 1.1E-01 |
| XLOC_040380 |  |  | 2.1 | 0.3 | 6.6E-05 | 7.5E-02 |
| XLOC_029934 |  |  | 2.5 | -0.1 | 2.7E-04 | 1.6E-01 |
| ENSBTAG00000015727 | IFI47 | Interferon gamma inducible protein 47 | 6.8 | 1.5 | 2.5E-19 | 3.8E-15 |

**Supplemental Table 3.** Primer sequences used for validation of RNA-Seq results. All primer sequences were specifically designed for this study to span exon-exon junctions, to minimize the potential of amplifying genomic DNA, using Primer3 software with sequences obtained from GenBank (http://www.ncbi.nlm.nih.gov/). All primer pairs displayed melting curves with a single peak, indicative of a pure, single amplicon, confirmed the specificity of the primers.

| **Gene name and symbol** | **Accession number** | **Forward Primer (5' --> 3')** | **Reverse Primer (3' --> 5')** | **Tissue** |
| --- | --- | --- | --- | --- |
| Ankyrin repeat domain 33B (*ANKRD33B*) | NM_001205847.3 | CCTTATTGTCGCCTGCTACC | CCACTCCTGGGAGGACATAC | Adipose |
| Cytochrome P450 family 4 subfamily F polypeptide 2 (*CYP4F2*) | XM_010806565.3 | CACAGCCAGTGGTCTCTCCT | ACCGCAGACTCTCCTTGATG | Adipose |
| Calsyntenin 3 (*CLSTN3*) | NM_001075425.2 | ATACCCCCTTCCTCATCGAC | GCTTCTTCCCGCAGTCATAA | Adipose |
| Interferon gamma inducible protein 47 (*IFI47*) | NM_001034545.2 | GCACAACTCCAACAGAAGCA | CCAGAATGTGGCTGTGATTG | Adipose |
| Receptor accessory protein 6 (*REEP6*) | NM_001038135.2 | CTCCTCTGCTGTGCAGTCTC | CACAGTGTCGTCCTCTTTGC | Adipose |
| Cytokine inducible SH2 containing protein (*CISH*) | NM_001046586.1 | CTCCTACCTTCGGGAATCTG | TGCTGTCACGTACCAGGAAG | Muscle |
| Cellular communication network factor 2 (*CCN2*) | NM_174030.2 | GAGGAATGGGTGTGTGATGA | AGTTGGCTCGGATCATGGTT | Muscle |
| Early growth response 1 (*EGR1*) | NM_001045875.1 | CAGCAGCGGTAGCAGCAG | TGGGGTAACTCGTCTCCACT | Muscle |
| Fos proto-oncogene (FOS) | NM_182786.2 | AACCATGACAGGAGGCAGAG | ATTCCTTTCCCTTCGGATTC | Muscle |

**Supplemental Methods.** Adipose and muscle tissue samples (90 mg) were homogenized (Omni Tissue Master 125, GA, U.S.A.) and RNA was extracted using the RNeasy Mini Kit (Qiagen, Valencia, CA; #74104) following manufacturer’s instructions. Total RNA concentration and absorbance ratios were quantified using the Nanodrop™ (2000/2000c Spectrophotometers, Thermo Scientific ™, U.S.A.; #ND-2000) and subsequently stored at -80 °C. All samples had a A260/280 ratio > 1.8. One µg RNA was reverse transcribed with iScript Reverse Transcription Supermix (Bio-Rad, Hercules, CA; #1708841) and diluted (1:5) in UltraPure™ DNase/RNase-free distilled water (Thermo Fisher, U.S.A.; #10977015). Quantitative real-time PCR was conducted using the CFX96 Touch Real-Time PCR detection System (Bio-Rad) using SSoFast™ EvaGreen Supermix as described by Dado-Senn (2018).^3^ Primer sequences for validated genes can be found in Supplemental Table 3. Internal controls (*RSP-18* for adipose, and *HRPT-1* for muscle) were chosen based on their stable expression across all RNA-Seq samples. The association between normalized gene expression (ΔCt) and treatments was tested using a likelihood ratio test.^72^ The relative gene expression was calculated using the 2^ΔΔCt^ method ^4^

**Refererences**

1. Field SL, Marrero MG, Dado-Senn B, et al. Peripheral serotonin regulates glucose and insulin metabolism in Holstein dairy calves. Domestic Animal Endocrinology. 2021/01/01/ 2021;74:106519.
2. Marrero MG, Field SL, Skibiel AL, Dado-Senn B, Driver JP, Laporta J. Increasing serotonin bioavailability alters gene expression in peripheral leukocytes and lymphoid tissues of dairy calves. *Scientific Reports.* 2020/06/16 2020;10(1):9712.
3. Dado-Senn B, Skibiel AL, Fabris TF, et al. RNA-Seq reveals novel genes and pathways involved in bovine mammary involution during the dry period and under environmental heat stress. *Scientific reports.* 2018;8(1):11096-11096.
4. Livak KJ, Schmittgen TD. Analysis of relative gene expression data using real-time quantitative PCR and the 2^-DDCT^ method. *Methods.* Dec 2001;25(4):402-408.

How the deposited data were processed for this re-analysis (not part of the article)

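RNA was sequenced from subcutaneous adipose tissue and gluteus medius muscle of 8 calves, 4 supplemented with 5-HTP and 4 given saline (CON), giving 16 libraries. The authors trimmed the reads, mapped them with Hisat2 to ARS-UCD1.2, assembled and merged transcripts with Cufflinks and Cuffmerge, and counted reads per gene with htseq-count. The deposited values are these whole-number counts, without normalization, for 44265 features in each library. No value was pooled over calves. The samples were grouped by the tissue and treatment in their labels, and the labels number the calves 1 to 8 in both tissues; these numbers were taken as the calf.

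Everything else was computed from the counts. The counts were analysed in R 4.3.3 with edgeR 4.0.16, and DESeq2 1.42.0 was used as an alternative. Figures and the reading of the supplementary tables used Python 3.11.15. Genes with at least 10 counts in at least 4 of the 8 libraries of a tissue were tested (20167 in adipose tissue, 16878 in muscle), with TMM normalization, dispersions from the default of estimateDisp, a model with treatment alone, the likelihood ratio test and Benjamini-Hochberg adjustment, each tissue by itself. An FDR at or under 0.20 and a P value at or under 0.01 were the thresholds. The paper gives the FDR of 20% in its results and captions and the P value of 0.01 in its methods, for the input of the enrichment tests. The likelihood ratio test was used first because the paper's methods name it, and the quasi-likelihood test of edgeR was given beside it. The difference between tissues in the effect of 5-HTP was tested with a tissue by treatment term over all 16 libraries, for 21849 genes with at least 10 counts in at least 4 libraries, and again with the calf number as a block. The standard errors of logFC come from the information of the fitted negative binomial model. Values per calf are TMM-normalized CPM, and single genes were compared by exact two-sided permutation tests over all ways to choose 4 of 8 calves, on log2 of the CPM plus 0.001.

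The total counts per library ranged from 17289845 to 28649548. A count of 3 was taken as the smallest amount a library can show. Intervals and floors of this kind cover counting error only. The paper's text does not say how the counts listed under more than 1 identifier were treated, and all 44265 rows were tested, with 1 row per merged locus as an alternative.

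The steps were tested on simulated counts with the means, dispersions and library sizes of each tissue and 200 genes changed in either direction. In adipose tissue the likelihood ratio test recovered 89.0% of the 200 genes and 40.3% of its calls were false, and the quasi-likelihood test recovered 84.0% with 24.3% false. In muscle the likelihood ratio test recovered 98.5% with 32.8% false, and the quasi-likelihood test 95.5% with 17.7% false. All recovered genes had the right direction. The simulated changes were all larger in size than those of many DEGs, such as the logFC of -0.94 for CSF1 in muscle. The shares recovered therefore do not describe changes of that size, for which fewer genes may be recovered. In 20 simulations with no gene changed, the likelihood ratio test called a median of 24.5 genes in adipose tissue and 17.5 in muscle at an FDR at or under 0.20.

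The alternatives were the quasi-likelihood test, DESeq2 with its size factors, RLE normalization, no filter, the other reading of the paper's filter, filterByExpr, Ensembl genes only, dispersions shared over all 16 libraries, stricter thresholds, and leaving out each calf in turn. After the data were seen, 1 row per merged locus and other dispersion settings were added. The genes named were fixed by a rule: every gene the paper names by symbol or identifier for RNA-Seq, and in each tissue the 5 genes with the smallest P value in each direction among DEGs whose groups did not overlap, with at most 2 unnamed features each.

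Gene symbols were available only for the 31 features named in Supplemental Tables 1 and 2. The reference gene table, for the assembly ARS-UCD2.0, gave an Ensembl identifier for 0 genes and was not used to name features. For this reason the 12 scores planned over lists of marker genes were not run, genes that the paper names without an identifier were not analysed here, and the assignment of genes to GO and KEGG terms was not used here.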

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

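The test of reads shared with the locus beside IFI47, the correlation of EGR1 and FOS in adipose tissue and the limit of 30 counts for genes that differ between tissues were chosen only after the results were seen. Of 110 groups of 4 calves compared in the genes of Supplemental Tables 1 and 2 and 1 further muscle gene, 13 had 1 calf far from the other 3 (a gap of more than 0.829 of the whole range). For independent groups of normal values, 5.5 would be obtained by chance. CPM are not normal at low counts, and the groups share the same calves. An excess of distant calves is therefore not shown.

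CON calf 2 was the distant calf in 5 of the 13 groups. In muscle it had 686.8 CPM of EGR1 against 37.8 to 143.7 CPM in the other CON calves, 115.9 CPM of FOS against 22.5 to 31.1 CPM, and 72.14 CPM of ENSBTAG00000054051 against 41.8 to 44.3 CPM. In adipose tissue it had 1.798 CPM of XLOC_027957 against 0.494 to 0.534 CPM, and 3.082 CPM of XLOC_028032 against 1.85 to 2.00 CPM. The adipose library of this calf also had the fewest features with at least 1 count, 25897, where the other adipose libraries had between 30225 and 31580. EGR1 and FOS are induced within minutes of a stimulus, so a difference between calves at slaughter or sampling was tested as a candidate explanation. The deviations of EGR1 and FOS from their group means had a Pearson correlation of 0.657 in muscle over the 8 calves (permutation p = 0.0882, adjusted over 6 correlations 0.106) and a Spearman correlation of 0.43 (permutation p = 0.299, adjusted 0.359). The permutations of these correlations ran over all orders of the 8 calves, while the deviations were taken within groups. Their p-values are therefore approximate and can be too small. Without the pair of calves farthest from the median the correlation was -0.515, so the relation in muscle rests on those calves, CON calf 2 among them. In adipose tissue, the logFC was 0.52 for EGR1 and 0.64 for FOS (FDR = 0.999 for both in edgeR). There the same deviations had a Pearson correlation of 0.962 (approximate permutation p = 0.000174, adjusted 0.00104) and of 0.968 without the farthest pair. The Spearman correlation was 0.976 (approximate permutation p = 0.000397, adjusted 0.00238). The highest adipose value of EGR1 was that of 5-HTP-supplemented calf 6 (394 CPM), and CON calf 2 was at 37.0 CPM. The genes thus varied together between calves in adipose tissue, which does not bear on the difference between groups in muscle. The correlation in muscle did not reach the level set before the test, but it was taken within groups of 4 calves and does not exclude a difference in handling between the groups. The lower level in 5-HTP-supplemented calves remained without CON calf 2, at a logFC of -2.20 for EGR1 and -1.54 for FOS. Whether handling differed between calves was not tested.

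Each of the other distant calves occurred in 1 or 2 of the groups. In adipose tissue, CON calf 1 had 2.713 CPM of XLOC_040763 against 9.87 to 10.2 CPM in the other CON calves, and 5-HTP-supplemented calf 8 had 18.06 CPM of XLOC_028032 against 4.38 to 6.08 CPM. In muscle, CON calf 3 had 0.1558 CPM of IFI47, from 4 counts, where the other CON calves had 0. Among 5-HTP-supplemented calves, C1S was at 28.44 CPM in calf 6 against 14.8 to 17.0 CPM, RGS16 at 2.421 CPM in calf 7 against 4.02 to 4.20 CPM, ENSBTAG00000004815 at 16.45 CPM in calf 7 against 18.4 to 18.6 CPM, ASCC2 at 72.14 CPM in calf 5 against 42.1 to 43.2 CPM, and XLOC_040380 at 3.328 CPM in calf 5 against 0.952 to 1.21 CPM. No explanation was tested for these.

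The effect of 5-HTP differed between tissues in 5 genes of Supplemental Tables 1 and 2 by the tissue by treatment term of edgeR (likelihood ratio test). The difference in logFC (muscle less adipose) was -4.172 for EGR1 (FDR = 0.146), -3.159 for PAPSS2 (FDR = 0.00586), -2.367 for NPR3 (FDR = 0.146), -5.938 for TTN (FDR = 0.000373) and -6.217 for IGFN1 (FDR = 0.000159). With the quasi-likelihood test of edgeR the FDR was 1 for each, and with the calf as a block (likelihood ratio test) it was 0.912, 0.000344, 0.288, 0.00151 and 2.82e-05. For TTN, counted here on the merged locus XLOC_017327 alone, and for IGFN1 the difference rests on few adipose counts. Adipose libraries held at most 11 and 8 counts, and none in any CON calf. All muscle libraries together held 6187 and 381688 counts. Of the 19 genes with an FDR at or under 0.20 for this term, 13 had fewer than 30 counts in every library of one tissue. The number of such genes was also not unusual for these calves: 15 of the 35 splits of the 8 calves, with both tissues of a calf kept together, gave at least 19, and with the calf as a block 20 of the 35 splits gave at least the 20 genes of the real split. The smallest P value of the real split was reached in 2 of 35 splits without the block and in 5 of 35 with it, the real one included. The number of genes with a tissue difference therefore cannot be told apart from differences between calves. For PAPSS2, TTN and IGFN1, whose FDR stayed under 0.20 with the block, this does not settle whether the single gene differs.

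A single muscle gene outside Supplemental Table 2, ENSBTAG00000045751, had an FDR at or under 0.20 (logFC -1.66, FDR = 0.177 in edgeR's likelihood ratio test). Its CPM was higher in CON calves 1 and 2 (22.7 and 28.8) than in CON calves 3 and 4 (4.71 and 9.10), and its groups overlapped (exact permutation p = 0.114). In edgeR fits that left out 1 calf it had an FDR at or under 0.20 in 2 of 8. Its FDR was 0.978 in the quasi-likelihood test of edgeR. No explanation was tested for this gene.

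The merged locus beside IFI47, ENSBTAG00000004815, was higher in the adipose tissue of all 4 5-HTP-supplemented calves than of all 4 CON calves (logFC 0.6192, exact permutation p = 0.0286, FDR = 0.594 in edgeR); the paper lists it for muscle. Reads shared between this locus and IFI47 were tested as an explanation of the IFI47 difference. The locus had between 638 and 979 counts in CON calves in which IFI47 had between 0 and 15, and its logFC of 0.62 was far below that of IFI47, so sharing of reads does not account for the IFI47 difference. Whether reads of IFI47 raised the neighbouring locus was not tested. The mean of that locus rose from 40.5 to 62.1 CPM in adipose tissue and from 11.2 to 18.0 CPM in muscle. IFI47 had means of 17.8 and 4.93 CPM in the 5-HTP-supplemented calves of these tissues. The rise of the neighbouring locus was thus not small beside the level of IFI47.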

How the results depend on the processing

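The alternatives were set before the data were examined, except for 1 row per merged locus, the other dispersion settings and the combination of the calf block with the quasi-likelihood test, which were chosen after seeing the data.

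IFI47 kept its direction and an FDR at or under 0.20 under every alternative in which it was tested. In adipose tissue its logFC lay between 6.20 and 6.31 with all calves, with adjusted p-values in edgeR and DESeq2 from 2.63e-20 to 0.0979, and between 5.803 and 7.818 over the 8 fits that each left out 1 calf. In muscle it lay between 6.84 and 7.00 with all calves, with adjusted p-values in edgeR and DESeq2 from 1.03e-20 to 0.0414, and between 6.42 and 9.971 over the 8 fits without 1 calf, the highest from the fit in which no CON library held a count. With the other reading of the paper's filter IFI47 was not tested in muscle, so there is no value for that alternative.

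The number of DEGs depended on the test. With the quasi-likelihood test of edgeR, the number of genes with an FDR at or under 0.20 was 1 in adipose tissue and 1 in muscle, against 22 and 34, and the number with a P value at or under 0.01 was 99 and 133, against 220 and 254. In simulated counts with no gene changed, the likelihood ratio test called a median of 24.5 genes in adipose tissue and 17.5 in muscle, and the quasi-likelihood test at most 3 and 4, so false calls of the likelihood ratio test may account for part of the difference. An FDR at or under 0.05 left 7 and 8 genes, and a P value at or under 0.001 left 42 and 45. Without a filter on low counts, 487 and 469 genes had a P value at or under 0.01. With Ensembl genes only, 10 adipose genes had an FDR at or under 0.20, and with dispersions shared over all 16 libraries, 18 muscle genes did. In that setting 33 adipose genes did, of which 12 were among the 22. With dispersions without a trend, the number with an FDR at or under 0.20 was 56 and 71, with 1 row per merged locus in addition 53 and 70, and with the older steps of common then tagwise dispersion 92 and 110. With Ensembl genes only, loci with only a number could not be called, and 10 of the 21 adipose DEGs other than IFI47 were tested. For the other changes the cause was not tested. RLE normalization, filterByExpr, DESeq2 and 1 row per merged locus kept both counts at an FDR at or under 0.20 within 1.5 times.

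Over the 8 fits that each left out 1 calf, the number of adipose genes with an FDR at or under 0.20 ranged from 7 to 67 and that of muscle genes from 15 to 198. The number of genes with a P value at or under 0.01 ranged from 141 to 328 in adipose tissue and from 133 to 424 in muscle. The adipose share of genes with a P value at or under 0.01 that were lower in 5-HTP-supplemented calves was 46.82%, and was on the other side of 50% with the other reading of the filter (51.58%) and with Ensembl genes only (54.73%). It ranged from 37.75% to 54.61% over the fits without 1 calf. The muscle share, 72.05%, stayed above 50% under every alternative run, from 64.2% to 78.9% with all calves and from 61.51% to 73.79% without 1 calf.

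The number of genes with a tissue by treatment term at an FDR at or under 0.20 was 19. It was 20 with the calf number as a block (12 of the 19 among them), 0 with the quasi-likelihood test of edgeR (819 genes at an unadjusted p under 0.05), 0 with the block and the quasi-likelihood test together, 10 with DESeq2, 1 with the other reading of the filter and 10 at an FDR at or under 0.05. It ranged from 13 to 46 over the fits that left out 1 calf with both its libraries. The other reading of the filter leaves out genes with under 10 counts in 4 or more libraries, which removes PAPSS2, TTN and IGFN1 among others. For the other changes the cause was not tested.

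For the 21 other adipose genes of Supplemental Table 1 and 33 muscle genes (those of Supplemental Table 2 without IFI47, and the further gene), 403 values were computed under the alternatives with all calves. None changed sign, 291 kept their side of an FDR of 0.20 and 112 lost an FDR at or under 0.20, among them all 21 adipose and all 33 muscle genes with the quasi-likelihood test. Over the fits that left out 1 calf, 246 values kept their side, 186 lost it and none changed sign.

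The 12 planned scores over marker gene lists were not run, because no table pairs Ensembl identifiers with symbols beyond the 31 features named in Supplemental Tables 1 and 2. Depth limits the fold change of IFI47, whose CON libraries hold between 0 and 15 counts, and of loci with a mean near 1 CPM or below.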

Differences from the paper's values

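The logFC of all genes in Supplemental Tables 1 and 2 lay within the replicate error of the values obtained here, and the P values of IFI47 within 1.5 times. The logCPM also lay within it, but the paper's was higher for every gene, by a median of 0.185 in adipose tissue and 0.2 in muscle. With 1 row per merged locus, chosen after seeing the values, the median differences were -0.0097 and 0.0117. The differences concern P values of 3 muscle genes and FDR of 4.

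For EGR1 in muscle the P value was 4.91e-07 and the FDR 0.00166, against the paper's 2.3e-05 and 4.6e-02. Among the alternatives set before the data were examined, DESeq2 (P = 2.86e-05, FDR = 0.0535) and the fit without 5-HTP-supplemented calf 7 (P = 2.15e-05, FDR = 0.0518) were within 1.5 times of both of the paper's values, and the fits without calf 6 (P = 1.94e-05) and calf 8 (P = 2.92e-05) were within 1.5 times of its P value. The others were not.

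For CISH in muscle the P value was 2.23e-08 and the FDR 0.000126, against the paper's 2.7e-07 and 1.0e-03. Among the alternatives set before the data were examined, the fits without calf 8 (P = 2.38e-07) and calf 7 (P = 3.45e-07) were within 1.5 times of the paper's P value, and dispersions shared over all 16 libraries (FDR = 0.00082) and the fit without calf 4 (FDR = 0.00123) were within 1.5 times of its FDR. The others were not.

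For FOS in muscle the P value was 3.29e-06 and the FDR 0.00693, against the paper's 2.4e-05 and 4.6e-02. None of the alternatives set before the data were examined closed the gap in the P value, and the fit without calf 6 (FDR = 0.0465) closed that in the FDR. Dispersions without a trend, chosen after seeing the values, gave an FDR of 0.0325, and 0.0333 with 1 row per merged locus in addition.

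For IFI47 in muscle the FDR was 6.06e-15, against the paper's 3.8e-15. With RLE normalization (4.79e-15) and with Ensembl genes only (4.85e-15) it was within 1.5 times of the paper's value, and with the other alternatives set before the data were examined it was not.

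The paper's results text counts 32 DEGs in muscle with 11 upregulated, and its abstract counts 33. The caption of Supplemental Table 2 counts 31, and the table lists 33 with 12 upregulated. Here 34 genes were found, 12 of them upregulated. RLE normalization gave 33 genes, 32 of them in the table, and the other reading of the filter 31 genes, 29 of them in the table. The gene outside the table was not called with Ensembl genes only, with dispersions shared over all 16 libraries, with the quasi-likelihood test, in 6 of the 8 fits that left out 1 calf, or with dispersions without a trend, the last chosen after seeing the values. The paper's results and the captions of its tables give the FDR threshold with opposite signs, and it was read as at or under 20%.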

Other observations

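The tests on simulated counts, the test of reads shared with the locus beside IFI47, the test of neighbouring loci, the gap in the ratio of adipose to muscle, the gap of 4-fold and the count of splits with a single strongest gene in both tissues were chosen only after the results were seen.

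The number of DEGs was compared with what other groupings of the same calves give. Of the 35 splits of the 8 calves into 4 and 4, 16 gave at least 22 adipose genes with an FDR at or under 0.20, and 11 gave at least 34 muscle genes. The other 34 splits gave a median of 18.5 genes in adipose tissue, with a largest number of 630, and a median of 10 in muscle, with a largest number of 456. For genes with a P value at or under 0.01, 16 of 35 splits gave at least 220 in adipose tissue and 8 of 35 gave at least 254 in muscle. In simulated counts with no gene changed, 11 of 20 simulations gave at least 22 adipose calls with the likelihood ratio test, and 1 of 20 gave at least 34 muscle calls. The quasi-likelihood test gave at most 3 and 4 calls in the same simulations. The numbers of DEGs in both tissues are therefore consistent with differences between calves unrelated to the treatment. False calls of the likelihood ratio test in groups of 4 could give a list as long as that of adipose tissue, but gave one as long as that of muscle in 1 of 20 simulations, with a median of 17.5 calls. For the smallest P value, 5 of 35 splits in adipose tissue and 4 of 35 in muscle, the real one included, had a gene with a P value as small as that of IFI47. This does not say which genes of the lists are false.

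The direction of the change in muscle differed more from other groupings. The share of genes with a P value at or under 0.01 that were lower in 5-HTP-supplemented calves was 72.0%, and the real split was 1 of 35 with a share as far from 50%, while in adipose tissue 29 of 35 splits had a share as far from 50% as 46.8%. A smaller contribution of adipose RNA to the muscle samples of 5-HTP-supplemented calves was tested as a technical explanation. Across 15624 loci, which are not independent, the logFC in muscle had a correlation of -0.0837 with the log2 ratio of adipose to muscle counts, and 8 of 35 splits gave a correlation as large in size. Of the 175 loci lower at a P value at or under 0.01, 77.1% had higher counts in adipose tissue, against 78.2% of all loci, while for the 70 loci that were higher the figure was 42.9%. The median log2 ratio of adipose to muscle was 1.62 for the lower loci, 1.02 for all loci and -0.55 for the higher loci, and the gap of 2.17 between lower and higher loci was reached in size by 2 of 35 splits, the real one included. Both the correlation and the gap had the direction that less adipose RNA would give, but results as large came from 8 and 2 of the 35 splits, and the share of lower loci with higher counts in adipose tissue was near that of all loci. Less adipose RNA was thus neither shown nor ruled out for part of the excess of lower genes. That 5-HTP lowers the expression of a set of genes in muscle is a hypothesis, found and tested on the same 8 calves. Other technical explanations, such as batches of libraries, for which no label was given, were not tested.

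For single genes the picture was different. The 100 loci with the highest ratio of adipose to muscle expression, among those with a mean of at least 100 CPM in adipose tissue and outside the paper's tables, had a mean log2 CPM in muscle that was lower by 0.15 in 5-HTP-supplemented calves (log2 difference of -0.15, exact permutation p = 0.0286). CFD is also counted more in adipose tissue than in muscle, and its decrease in muscle (logFC -1.38) may in part reflect less adipose RNA in these samples, since the list moved the same way. C1QB, C1S, CR2, SIGLEC1 and CSF1 also had higher CON means in adipose tissue than in muscle, so the same limit holds for them. For C1QB these were 68.1 and 9.01 CPM, and for C1S 97.9 and 48.3 CPM. The shift of the list was far smaller than that of CFD, and CFD had a logFC of -1.07 in adipose tissue (FDR = 0.767 in edgeR). The 100 loci chosen in the same way for muscle also had a lower mean in the adipose tissue of 5-HTP-supplemented calves (log2 difference of -0.10, exact permutation p = 0.0571), so a shift of this size is not specific to adipose RNA in muscle.

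The pattern of IFI47, near 0 in all CON calves and high in all 5-HTP-supplemented calves of both tissues, was compared with calf-specific on and off expression at other loci. Among 17829 loci, 43 parted the same calves in both tissues by a gap of at least 4-fold with at least 10 counts in each high library. When the calf numbers of muscle were reassigned within treatment groups in all 576 ways, the median was 8 loci and 1 assignment, the real one, reached 43, so the calf numbers paired the tissues better than any other assignment. Of the 43 loci, 20 set 1 calf apart from the other 7, and 4 parted the calves 4 to 4. Of these 4, 1 locus, IFI47, followed the treatment. If each of 4 such loci parted the calves at random, the chance that at least 1 followed the treatment groups would be 0.1095. In 6 of the 35 splits a single gene had the smallest P value in both tissues. IFI47 was 1 of these 6. For the split of calves 1, 4, 5 and 8 from the rest the gene was ENSBTAG00000032057, higher in calves 2, 3, 6 and 7. The size of its logFC was 5.87 in adipose tissue and 4.91 in muscle. For the split of calves 2, 5, 6 and 8 the gene was ENSBTAG00000006383, higher in calves 1, 3, 4 and 7. The size of its logFC was 3.74 in adipose tissue and 4.06 in muscle. Both features were chosen after their values were seen. Their P values were smaller than those of IFI47 in both tissues and belong to groupings unrelated to the treatment. An on or off state of IFI47 that differs between calves for another reason, such as a genetic variant or an infection, neither of which was tested, is therefore a possible explanation that cannot be told apart from an effect of 5-HTP with 4 calves per group. A difference in depth does not account for it, since the mean total counts of the adipose groups differed by a ratio of 1.15. Nor do reads shared with the locus beside it, whose logFC in adipose tissue was 0.62. Genotyping the calves or measuring IFI47 before supplementation would separate these explanations.

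The muscle DEG list holds loci numbered close together. TTN (XLOC_017327) and a pair of unnamed Ensembl genes (XLOC_017323 and XLOC_017324) fell together. The deviations of the calves from their group means had Pearson correlations of at least 0.771 in the 3 pairs (permutation p from 0.00144 to 0.0114, adjusted over 6 correlations from 0.00432 to 0.0171). Spearman correlations were from 0.57 to 0.86 (permutation p from 0.0107 to 0.151, adjusted from 0.0321 to 0.226). These permutations crossed the groups, while the deviations were taken within them, so the p-values are approximate and can be too small. Without the pair of calves farthest from the median the smallest correlation was 0.34, so part of the relation rests on those calves. The loci numbered between them, XLOC_017325 and XLOC_017326, had a logFC of -0.85 (FDR = 0.308, edgeR) and -0.38 (FDR = 0.997, edgeR). The 3 DEGs may be parts of 1 transcript, but they were chosen as DEGs that share a direction, and the smaller change of the loci between them leaves this open.

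Between tissues, the logFC of 15696 genes tested in both had a Pearson correlation of 0.179 and a Spearman correlation of 0.126 across genes, which are not independent replicates. With a P value at or under 0.01 in both tissues there were 6 genes, all in the same direction, where 1.75 would be obtained if the lists were independent. The calves of the tissues are the same, so the lists are not independent.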
